# Identifying candidate drivers of alcohol dependence-induced excessive drinking by assembly and interrogation of brain-specific regulatory networks

**DOI:** 10.1186/s13059-015-0593-5

**Published:** 2015-02-02

**Authors:** Vez Repunte-Canonigo, William Shin, Leandro F Vendruscolo, Celine Lefebvre, Lena van der Stap, Tomoya Kawamura, Joel E Schlosburg, Mariano Alvarez, George F Koob, Andrea Califano, Pietro Paolo Sanna

## Abstract

**Background:**

A systems biology approach based on the assembly and interrogation of gene regulatory networks, or interactomes, was used to study neuroadaptation processes associated with the transition to alcohol dependence at the molecular level.

**Results:**

Using a rat model of dependent and non-dependent alcohol self-administration, we reverse engineered a global transcriptional regulatory network during protracted abstinence, a period when relapse rates are highest. We then interrogated the network to identify master regulator genes that mechanistically regulate brain region-specific signatures associated with dependent and non-dependent alcohol self-administration. Among these, the gene coding for the glucocorticoid receptor was independently identified as a master regulator in multiple brain regions, including the medial prefrontal cortex, nucleus accumbens, central nucleus of the amygdala, and ventral tegmental area, consistent with the view that brain reward and stress systems are dysregulated during protracted abstinence. Administration of the glucocorticoid antagonist mifepristone in either the nucleus accumbens or ventral tegmental area selectively decreased dependent, excessive, alcohol self-administration in rats but had no effect on non-dependent, moderate, alcohol self-administration.

**Conclusions:**

Our study suggests that assembly and analysis of regulatory networks is an effective strategy for the identification of key regulators of long-term neuroplastic changes within specific brain regions that play a functional role in alcohol dependence. More specifically, our results support a key role for regulatory networks downstream of the glucocorticoid receptor in excessive alcohol drinking during protracted alcohol abstinence.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0593-5) contains supplementary material, which is available to authorized users.

## Background

Development of alcoholism involves a complex interplay of distinct molecular mechanisms. Thus, elucidating the key molecular determinants of the transition to dependence will require innovative genome-wide modeling strategies [1]. In this study, we tested whether a systems biology approach that has been highly effective in elucidating drivers of cancer [2-7] and developmental phenotypes [8,9] could be effective in elucidating the mechanisms that control the neuroadaptive changes associated with excessive drinking. This approach can potentially lead to novel insights into the disease process and ultimately more effective therapeutic targets [1].

In order to produce the first genome-wide, transcriptional model, or interactome, of a mammalian central nervous system (CNS), we used the Algorithm for the Reconstruction of Accurate Cellular Networks (ARACNe) [10], which is based on an information-theoretic approach for the inference of the targets of transcription factors (TF), that is, the TF-regulon. Specifically, we analyzed a collection of 96 gene expression profiles (GSE60966) from microdissected brain regions of the central reward and stress pathways in a rat behavioral model of dependent and non-dependent alcohol self-administering rats [11,12]. In this model, rats are chronically exposed to intermittent alcohol vapor to intoxication to induce dependence. Dependent rats in this model rapidly escalate their alcohol intake during repeated withdrawal periods and show compulsive responding for alcohol [11-13]. In particular, dependent rats self-administer sufficient amounts of alcohol to reach blood alcohol levels comparable to excessive drinking in alcohol use disorders humans [14,15], and manifest physical and motivational (anxiety, dysphoria, and hypohedonia) signs of withdrawal during acute and protracted abstinence periods [11-14,16,17]. Compulsive alcohol seeking in dependent rats is reflected by increased progressive-ratio responding and persistent alcohol consumption despite punishment [13]. Dependent rats also exhibit electrophysiological changes in the extended amygdala during withdrawal [16,18].

We interrogated the CNS transcriptional-interactome with the Master Regulator Inference Algorithm (MARINa) [2,9] to identify the key genes that drive the expression of the specific gene signatures associated with alcohol dependence (master regulator genes (MRs)). Rather than selecting candidate genes based on existing knowledge, for example, scientific literature, or on differential expression, MARINa computes the enrichment in differentially expressed genes of the ARACNe-inferred targets of a TF (regulon). This is used to assess the TF’s role in implementing the gene expression signature representative of the phenotypes of interest (for example, alcohol non-dependent vs. alcohol dependent, in the present setting) [2,9]. This is motivated by the fact that many TFs are post-translationally regulated and, thus, their transcriptional activity may not be directly proportional to their expression levels. This methodology has been highly successful in elucidating key biological drivers of cancer and developmental phenotypes [2,7-9,19,20], where MARINa-inferred MRs have been validated as causally related to phenotype presentation with high probability (>70%). However, this approach had not been previously tested in the context of complex CNS diseases.

Here, we report on several transcription factors predicted by MARINa as key drivers of brain-region-specific gene expression signatures associated with a history of alcohol dependence in rats. Of these, Nr3c1 (Table 1), the gene coding for the glucocorticoid receptor (GR), was one of the highest-ranking MRs in several brain regions from which signatures were derived, including the central nucleus of the amygdala (CeA), medial prefrontal cortex (mPFC), and core sub-region of the nucleus accumbens (NAc), where it was recruited both in the context of non-dependent and dependent alcohol drinking; and the shell of the NAc and the ventral tegmental area (VTA), where Nr3c1/GR was recruited selectively by a history of alcohol dependence. These results suggest that glucocorticoid-dependent neuroadaptive changes in these brain regions may contribute to excessive drinking during protracted abstinence. We have recently observed that systemic GR antagonism with mifepristone (RU38486) blocks compulsive alcohol drinking during protracted abstinence [13]. In the present study, we tested the functional role of the GR in specific brain regions such as the NAc and VTA, where Nr3c1/GR was unexpectedly predicted to be a high-ranking master regulator, via intracerebral (IC) administration of mifepristone. Here we found that GR antagonism with mifepristone in either the NAc or the VTA selectively decreased escalated alcohol intake in rats with a history of alcohol dependence.

**Table 1:** **List of gene names and symbols mentioned in the manuscript**

**Symbol**	**Gene name**
Cdh2	Cadherin 2
Cdk5	Cyclin-dependent kinase 5
Hopx	HOP homeobox
Hsp90aa1	Heat shock protein 90 kDa alpha (cytosolic), class A member 1
Mapk3	Mitogen-activated protein kinase 3 (ERK1)
Med1	Mediator complex subunit 1
Med14	Mediator complex subunit 14
Ncoa3	Nuclear receptor coactivator 3
Ncor2	Nuclear receptor corepressor 2
Nfkb1	Nuclear factor of kappa light polypeptide gene enhancer in B-cells 1
Nr3c1	Nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor)
Nr3c2	Nuclear receptor subfamily 3, group C, member 2 (mineralocorticoid receptor)
Pou2f1	POU domain, class 2, transcription factor 1
Psip1	PC4 and SFRS1 interacting protein 1
Smarca4	SWI/SNF-related, matrix-associated, actin-dependent regulator of chromatin, subfamily a, member 4
Smarcad1	SWI/SNF-related, matrix-associated, actin-dependent regulator of chromatin, subfamily a, containing DEAD/H box 1
Trim28	Tripartite motif-containing 28
Txn1	Thioredoxin 1
Ywhah	Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, eta polypeptide

These results identify a key role of regulatory networks downstream of GR in the neuroadaptive changes that take place in the progression from alcohol naive to alcohol drinking and from non-dependent alcohol drinking to alcohol dependence, and support the potential of the present systems biology approach to deconvolve dysregulated gene regulatory networks in diseases affecting the CNS and to identify therapeutic targets for excessive alcohol drinking.

## Results

### Alcohol self-administration and induction of dependence

Rats were trained to orally self-administer alcohol in a concurrent, two-lever, free-choice contingency procedure as previously reported [13]. Following acquisition of self-administration, rats were allowed to self-administer unsweetened alcohol (10%; w/v) for 4 weeks and were then assigned to two groups matched by levels of responding: one group (dependent group) was exposed to chronic, intermittent (14 h ON/10 h OFF) ethanol vapors (blood alcohol levels between 175 mg% and 225 mg%) for 4 weeks to induce dependence; the other group (non-dependent group) was not exposed to ethanol vapor. After 1 month of vapor exposure, rats were again tested during acute withdrawal (6 to 8 h after removal from the vapor chambers). As expected, alcohol vapor-exposed rats self-administered significantly greater amounts of alcohol than control rats not exposed to alcohol vapor during acute withdrawal (Figure 1). Rats were sacrificed during protracted abstinence (3 weeks after the end of alcohol vapor exposure) along with age-matched alcohol naive rats.

**Figure 1:**
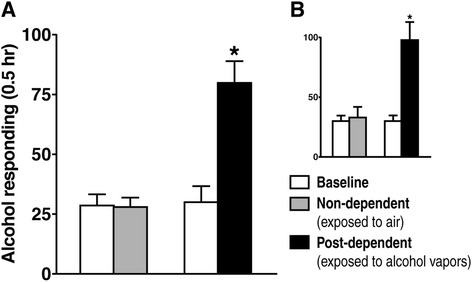
Escalation of alcohol intake induced by chronic, intermittent alcohol vapor exposure in rats. **(A)** Responding for alcohol by the animals used for the microarray dataset in the gene network analysis. A total of 96 gene expression profiles from eight brain regions (mPFC, BLA, dorsolateral and ventrolateral BNST, CeA, core and shell of NAc, VTA) from four rats per group in this experiment were used to reconstruct the transcriptional regulatory network, or transcriptional-interactome. White bars show the average operant responding for ethanol over the last 11 self-administration sessions prior to induction of dependence (Baseline) for both the rats exposed to alcohol vapor to induce dependence and non-dependent rats exposed to air in the same apparatus for control. Operant responding during acute withdrawal after 4-week exposure to chronic, intermittent alcohol vapor (or air for control) is shown by the right hand bars: black bar = dependent rats and grey bar = non-dependent rats. The average number of presses for ethanol in the dependent group during acute withdrawal was significantly increased over the non-dependent group and over the baseline response level of the same rats; conversely, in animals exposed to air instead of alcohol vapors for control, the average number of presses was unchanged from their baseline. *P <0.01 from the other three groups. **(B)** Responding from all the rats in the study (n = 10) including the four per group used for the microarray profiling and the others that were used for RT-PCR validation (Y-axis scale as in A); *P <0.01 from the other three groups. Rats were sacrificed during protracted abstinence (3 weeks after the last self-administration session and vapor exposure).

### Regulatory network assembly

We reconstructed a transcriptional-interactome from a dataset of 96 gene expression profiles (GEP) from eight brain regions believed to be relevant in alcohol’s reinforcing properties using the Affymetrix RN230.2 platform. Specifically, the following brain regions were microdissected and analyzed from non-dependent and dependent alcohol self-administering rats as well as age-matched alcohol naive rats: (a) mPFC, (b) shell and (c) core NAc sub-regions, (d) CeA), (e) BLA, (f) dorsolateral and (g) ventral bed nucleus of the stria terminalis (BNST), and (h) VTA (Additional file 1: Figure S1). 

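RNA of 8 microdissected brain regions was measured on Affymetrix rat arrays, 1 array per rat and region, with 4 rats in each of 3 groups and 96 arrays in all. Non-dependent rats self-administered 10% (w/v) alcohol for 4 weeks. Dependent rats did the same and were then exposed to alcohol vapor for 4 weeks, 14 h on and 10 h off, at blood alcohol levels of 175 to 225 mg%. Both groups were then tested again for self-administration, and the paper reports a greater intake in dependent rats. The groups thus differ in later drinking as well as in vapor. Tissue was taken 3 weeks after the vapor ended, together with tissue of age-matched alcohol naive rats, and 30 or 50 ng of RNA, depending on the region, was amplified and labeled with biotin. On 4 of the 96 arrays the rat transcripts stood apart from those of the other arrays. On the CeA array of non-dependent replicate 2, beta-actin (Actb) read 4.46 and Gapdh, an enzyme of glycolysis, 5.25 on the log2 scale, whereas the median of Actb over the 92 arrays that did not stand apart was 10.9. The highest correlation of this array with any other array was 0.345, against 0.931 for VTA non-dependent replicate 2, 0.954 for BLA non-dependent replicate 3, 0.961 for vBNST dependent replicate 1 and at least 0.989 for the other 92. The mean of 18 bacterial hybridization control probe sets, which do not come from rat RNA, was 14.31, 12.45, 10.85 and 11.81 on these 4 arrays, in the same order, and 7.44 to 10.42 (median 9.67) on the others. All 96 arrays were kept, and values without the array that stands apart, an alternative chosen after seeing the data, are given where they differ. The deposited values are log2 signals normalized by the authors with GCRMA and run from 0.95 to 14.84. Cleaner, which the paper applied afterwards, is not part of them, and no further normalization was applied. In each region, genes with a mean above 4 over its 12 arrays were compared between the groups with limma, with Benjamini-Hochberg adjustment over all genes of the region. The number of arrays, 4 per group, limits the precision. The labels name no batch, and the replicate numbers were not taken to pair arrays of different groups or regions.

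**Figure D1:**
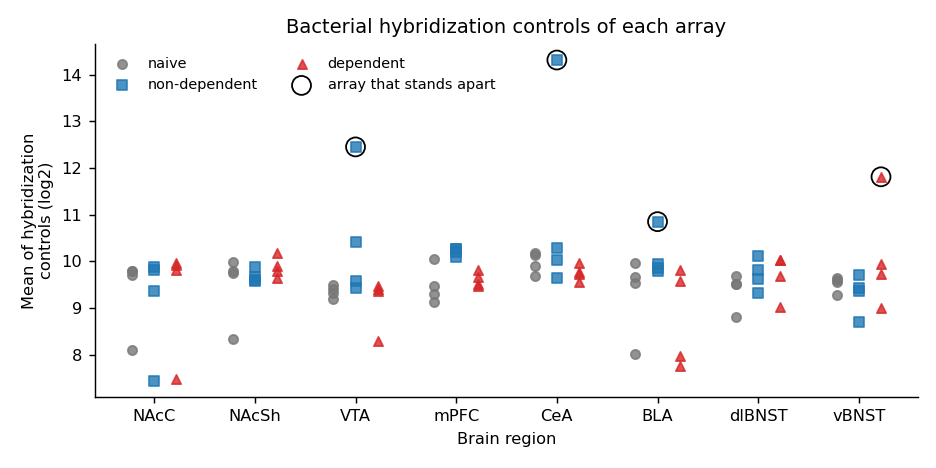
Hybridization controls of each array. The y axis gives the mean log2 signal of 18 bacterial control probe sets, the x axis the brain region, and each point is 1 array of a naive, non-dependent or dependent rat; circles mark the 4 arrays that stand apart, at 14.31 in the CeA, 12.45 in the VTA, 10.85 in the BLA and 11.81 in the vBNST.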

To improve the accuracy and reproducibility of the analyses, the Cleaner algorithm [21] was used to normalize the GEP data. Cleaner maps individual Affymetrix probes to the most recent Refseq transcript database, thus eliminating probes mapping to multiple genes or to incorrect and/or intragenic regions [21]. Cleaner also clusters probes into probesets, based on probe correlation across the entire GEP dataset, producing probesets that optimally monitor the expression of individual alternative gene transcripts, thus excluding low-quality and incorrectly matched probes [21]. Cleaner identified 7,019 high-quality probesets in the Affymetrix RNU230.2 GEP data, representing the transcripts of 6,818 expressed genes, down from the 19,456 probesets originally represented on the microarray platform. Thus, only about one-third of the monitored probes were considered to be high quality and mapped to expressed genes.

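The deposited table holds 31099 probe sets, before the selection by Cleaner. Of these, 20832 name 1 gene, 436 name several and 9831 name none. The first kind covers 14218 genes, and for 4526 genes with more than 1 probe set the one with the highest mean over the 96 arrays was taken. Slc6a3, the dopamine transporter, shows how the filter works: its mean was 10.46 ± 0.40 (SD, n = 12 arrays) in the VTA and 3.17 in the CeA, so it was tested in the VTA and not in the CeA. The number of genes tested was 8445 in the NAcC, 8464 in the NAcSh, 8875 in the VTA, 8988 in the mPFC, 8704 in the CeA, 8600 in the BLA, 8715 in the dlBNST and 8773 in the vBNST. Nr3c1 was among them in all 8 regions. The choice of probesets made by Cleaner is not in the table and was not used here.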

The Cleaner-normalized dataset was then processed by ARACNe to produce a genome-wide transcriptional-interactome. ARACNe first computes the Mutual Information (MI), *I*(*TF*; *t*), between each transcription factor, *TF*, and candidate target, *t*, in the dataset [10]. TF-target pairs are considered as candidate interactions if their MI is statistically significant (*P* ≤0.05, Bonferroni corrected for multiple hypothesis testing). However, indirect interactions (that is, via any other TF) are removed, based on the Data Processing Inequality property of information theory [22]. The ARACNe-inferred transcriptional network included 78,090 predicted TF-target interactions between 664 TFs and 6,716 targets, with an average of about 100 targets per TF (see methods for details on the ARACNe parameters used for this analysis).

### Regulatory network interrogation and validation

The CNS transcriptional-interactome was then interrogated using the MARINa algorithm [2,9] to identify candidate MRs driving the gene expression signatures associated with non-dependent and dependent alcohol self-administration. This includes all genes, ranked according to their differential expression in rats with a history of dependent vs. non-dependent self-administration, as well as in both groups compared with alcohol naive rats. 

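In the dlBNST, 9 genes differed between naive and dependent rats at an adjusted p under 0.05 from limma. Npy1r, a receptor of neuropeptide Y, fell from 7.98 ± 0.15 (SD, n = 4) in naive to 6.71 ± 0.26 (SD, n = 4) in dependent rats, a log2 fold change of -1.27 ± 0.18 (SE, adjusted p = 0.0207). Icoslg, a ligand of a T-cell costimulatory receptor, changed by -1.28 ± 0.17, Rasgrp2, an exchange factor for Rap proteins, by -0.93 ± 0.13, the kinase Stk32c by -0.66 ± 0.10 and the zinc finger gene Zfp512 by -0.64 ± 0.099. Higher in dependent rats were the translation initiation factor Eif5b (1.24 ± 0.17), the chromatin genes Ankrd11 (0.90 ± 0.15) and Atrx (0.78 ± 0.12), and Mon2, a gene of endosomal trafficking (0.76 ± 0.13), with adjusted p of 0.0207 to 0.0407 over the 9 genes. In the mPFC, Palld, an actin-associated protein, was 0.95 ± 0.12 higher in non-dependent than in naive rats (adjusted p = 0.0150), and 6 genes were lower, among them Cpne4 (-1.48 ± 0.19, adjusted p = 0.0150), Gripap1 (-1.57 ± 0.24), the chaperone of the endoplasmic reticulum Hyou1 (-1.30 ± 0.20), the kinase Hipk2 (-1.12 ± 0.17), Mpp2 (-1.05 ± 0.16) and Ganab, a glucosidase of glycoprotein folding (-0.79 ± 0.12, adjusted p = 0.0302). Between naive and dependent rats, Palld (0.80 ± 0.12) and Bod1l1 (1.84 ± 0.29) rose and the transcription factor Klf12 (-1.69 ± 0.25), Hipk2 (-1.13 ± 0.17) and the mitochondrial ribosomal gene Mrpl28 (-0.69 ± 0.10) fell, each with an adjusted p of 0.0490. For all of these genes, the 4 arrays of one group lay beyond the 4 of the other. Signs of the arrays were apart too between naive and non-dependent rats of the mPFC, the Gapdh control being at 13.31 to 13.59 and 13.09 to 13.18 and the hybridization controls 0.72 ± 0.20 (SE) higher in non-dependent rats, the only region with such a difference beyond 2 SE in this comparison. In the other 21 comparisons, limma called 0 genes, and 26 (CeA, naive vs dependent) to 1251 genes (VTA, non-dependent vs dependent) had an unadjusted p under 0.05, against 1374, 1592 and 1538 in the dlBNST comparison and the mPFC comparisons with non-dependent and dependent rats. With array weights, chosen after seeing the data, the 3 counts above were 151, 325 and 249, and of the others 901 genes were called in the VTA (non-dependent vs dependent), 124 in the vBNST (naive vs dependent) and at most 6 elsewhere. With the mean of probe sets the 3 counts were 3, 13 and 0, with only the 8 arrays of a comparison in the fit the mPFC counts were 219 and 1, and with a filter above 6 they were 1 and 8. The last of them was 0 with no filter and 3 with median scaling. By the pairwise t-statistic of the Methods, the 3 counts above were 0, 17 and 0, and of the others the VTA gave 1 (naive vs dependent) and 2 (non-dependent vs dependent). Each of the calls was lost when some single array was left out. The count in the dlBNST was 45 without dependent replicate 1, 16 without non-dependent replicate 2, 4 without non-dependent replicate 1 or 3, and 0 or 1 without any naive replicate or dependent replicate 2, 3 or 4. In the mPFC, the naive vs dependent count was 602 without dependent replicate 3, 8 without naive replicate 2, and 0 or 1 without any other array. The naive vs non-dependent count was 271 without dependent replicate 3, 100 without naive replicate 2, 70 without dependent replicate 2, 6 without non-dependent replicate 4 and at most 2 without any other array.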

MARINa analyzes each TF in the transcriptional-interactome by measuring the enrichment of its ARACNe-inferred targets in the gene expression signature. The statistical significance of the enrichment is computed by Gene Set Enrichment Analysis (GSEA) [23]. Figure 2 shows the results of MARINa for the core sub-region of the nucleus accumbens (NAc) sorted by the TFs or MR candidates’ differential activity (NES) in alcohol dependence. Each row of the plot shows the result of MARINa for statistically-significant TFs or MR candidates. The number of MRs predicted in each region, as well as the top-25 MR candidates for each region and comparison are shown in Additional file 1: Table S1 and Figures S4 and S5. The overlap among MRs inferred from different brain regions and the associated *P* value based on Fisher’s exact test (FET) can be found in Additional file 1: Table S2. The identity and differential expression of the ARACNe-predicted targets of each MR candidate can be found in Additional files 2 and 3 in the online version of this manuscript.

**Figure 2:**
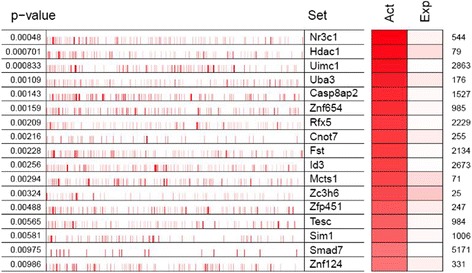
MARINa results showing candidate MRs driving the alcohol non-dependence vs. dependence differentially expressed gene signature in the core sub-region of the nucleus accumbens (NAc) sorted by their differential activity in alcohol dependence. Each row of the plot shows the result of MARINa for each MR candidate. The *P* value associated with each MR candidate is shown on the left. The MARINa-predicted differential activity (Act), differential expression (Exp) and are shown on the right in shades of red: higher levels of Exp or Act are indicated in dark red, while lower levels are indicated in light red or pink. The rank of Exp of each MR candidate is also shown on the right side of the plot. The red lines in the middle of the plot indicate ARACNe predicted targets of each MR candidate. The position of each line on the horizontal axis corresponds to its rank in the gene list, which is determined by its differential expression. More differentially expressed genes being shown toward the left, and the less differentially expressed genes displayed toward the right. The identity and differential expression of the ARACNe-predicted targets of each MR candidate can be found in Additional file 3 in the online version of this manuscript.

Of particular interest, the core and shell sub-regions of the NAc, as well as the VTA, showed a highly significant fraction of overlapping MRs (*P* <0.01), suggesting that some common neuroadaptations may affect elements of the reward-motivational systems (Additional file 1: Tables S2a and b). 

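Between non-dependent and dependent rats, the differences in the core and shell of the NAc ran together across genes, while those of the VTA showed at most a weak correlation of the opposite sign. At an unadjusted p under 0.05, 99 genes were lower in dependent rats in both NAc sub-regions, where 18.6 would be shared if the regions were independent, and 19 were higher in both, against 4.44. In the NAcC, the zinc finger gene Zfp131 (-0.74 ± 0.14, log2 fold change and SE, n = 4 per group), Fibin (-1.06 ± 0.22) and Ccdc112 (-1.07 ± 0.22) had the smallest p among the lower genes, and Pan3, of the deadenylation complex (0.56 ± 0.12), Zfp410 (0.52 ± 0.12) and the copper transporter Slc31a1 (0.46 ± 0.12) among the higher ones. In the NAcSh these were the centrosomal gene Nin (-0.87 ± 0.13), the chaperone Hspa2 (-1.20 ± 0.24) and Tmem33 (-0.62 ± 0.13), and the secreted glycoprotein Fstl1 (0.71 ± 0.15), Sipa1l2 (0.62 ± 0.13) and Dab2 (0.57 ± 0.14). None of them passed (adjusted p = 0.799 in the NAcC and 0.180 to 0.465 in the NAcSh). Across 8287 genes, which are not independent replicates, the moderated t-statistics of the NAcC and NAcSh correlated with r = 0.414 (Spearman rho 0.402), the largest of 35 regroupings of the same-numbered arrays of both regions (next 0.320), but with r = 0.0879 when replicate 4 was left out (replicates left out in both groups and regions, pairwise t-statistic of the Methods). For the naive vs non-dependent signature, r was 0.228 (rho 0.218), which 5 of 35 regroupings reached, and -0.0194 without replicate 2 and 0.0911 without replicate 4. With the VTA, r was -0.0801 for the NAcC (rho -0.0743) and -0.210 for the NAcSh (rho -0.219) between non-dependent and dependent rats, reached in size by 20 and 7 of 35 regroupings. The former ran from -0.187 without replicate 2 to 0.0665 without replicate 4, with -0.178 without replicate 1 and -0.00448 without replicate 3, and the latter was -0.0653 without replicate 2 and -0.133 without replicate 3. From naive to non-dependent rats it was -0.223 (rho -0.232) and -0.143 (rho -0.157), reached by 5 and 11. Here the NAcC value was -0.0628 without replicate 3 and -0.105 without replicate 4, and the NAcSh value 0.114 without replicate 2, -0.0584 without replicate 4 and -0.0581 without the VTA array that stands apart. The numbers are not known to follow the rats, so these regroupings may break differences between rats that the regions share, and being the largest does not exclude such differences. In all, 7 pairs of regions were compared in each signature. The regulons of the other transcription factors were not used here.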

The VTA also showed significant MR overlap with elements of the extended amygdala: the CeA (*P* <0.01), and dorsolateral BNST (*P* <0.01) in the non-dependent vs. dependent gene signature (Additional file 1: Table S2b). 

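Between non-dependent and dependent rats, the VTA shared 45 higher genes and 37 lower genes with the dlBNST at an unadjusted p under 0.05, against 16.8 and 23.4 for independent regions. With the CeA it shared 14 higher genes and 1 lower gene, against 4.55 and 0.906. The VTA genes with the smallest p were Syt16, of the synaptotagmin family (1.15 ± 0.17, log2 fold change and SE, n = 4 per group), the mitochondrial serine carrier Sfxn1 (1.13 ± 0.20) and Sfmbt1 (0.71 ± 0.13), higher in dependent rats, and the methyltransferase Smyd2 (-0.95 ± 0.18), the peptidase Cndp2 (-0.76 ± 0.14) and the small heat shock protein Hspb1 (-1.12 ± 0.22), lower in dependent rats, all with an adjusted p of 0.210. In the CeA they were the mitochondrial tRNA ligase Nars2 (1.24 ± 0.28, and 1.08 without non-dependent replicate 2, the array that stands apart) and Palld (0.81 ± 0.20, 0.75 without it and -0.15 with quantile normalization) on the higher side and Spidr (-0.83 ± 0.28, -0.65 without it) and the chaperone Dnajc12 (-0.58 ± 0.20, -0.51 without it) on the lower side (adjusted p = 0.487), none past the threshold. The correlation across genes of the moderated t-statistics was 0.300 between the VTA and dlBNST (rho 0.312, 8399 genes) and 0.196 between the VTA and CeA (rho 0.222, 8375 genes). Of 35 regroupings of same-numbered arrays, 3 and 7 reached these values (highest other 0.376 and 0.312). The VTA and dlBNST value was 0.0858 without replicate 2, 0.165 without replicate 3 and 0.0834 without replicate 4, each left out in both groups and regions. The VTA and CeA value was 0.0564 without replicate 2, to which the arrays that stand apart in both regions belong, 0.0867 and 0.101 without replicate 3 or 4, and 0.0937 without the arrays that stand apart alone. From naive to non-dependent rats, the VTA and dlBNST correlated with r = 0.343 (rho 0.343), reached by 2 of 35 regroupings, and with 0.0237 without replicate 2 and 0.131 without replicate 4.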

While regions with the most significant MR overlap were generally closer in the GEP hierarchical clustering analysis (Additional file 1: Figure S2 and Table S2a), this was not always the case. For instance, the dorsolateral BNST and ventral BNST shared only one common MRs despite similar gene expression programs (Additional file 1: Figure S3 and Table S2b). 

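The dlBNST and vBNST had mean expression profiles that correlated with r = 0.988 across genes. Their responses correlated positively from naive to non-dependent rats. From non-dependent to dependent rats, the sign of the correlation depended on 1 array. The difference between these comparisons was not tested. From naive to non-dependent rats, 28 genes were lower and 6 higher in both regions at an unadjusted p under 0.05, against 5.57 and 1.28 for independent regions. The dlBNST genes with the smallest p were Grhl1 (-0.90 ± 0.17, log2 fold change and SE, n = 4 per group), Zfp512 (-0.50 ± 0.099) and the endosomal adaptor Appl2 (-0.51 ± 0.10), lower in non-dependent rats (adjusted p = 0.724). From non-dependent to dependent rats, 12 genes were lower and 13 higher in both, against 9.15 and 4.16. In the dlBNST these changes were led by Eif5b (0.94 ± 0.17), Atrx (0.59 ± 0.12) and Rasgrp2 (-0.67 ± 0.13), and in the vBNST by the complement-related synaptic protein C1ql3 (1.08 ± 0.22) and the calcium channel Cacna1h (1.59 ± 0.35), none of them past the threshold (adjusted p = 0.485 and 0.663). The moderated t-statistics of both regions correlated across 8566 genes with r = 0.352 (rho 0.358) from naive to non-dependent rats, the largest of 35 regroupings of same-numbered arrays, which may not keep rats together (next 0.311), and with 0.188 without replicate 2 and 0.230 without replicate 1 (left out in both groups and regions). From non-dependent to dependent rats r was -0.140 (rho -0.181), reached in size by 24 of 35, and -0.0633 by the pairwise t-statistic of the Methods. It was 0.202 without the vBNST array that stands apart and 0.193 without replicate 1, to which that array belongs, so its sign depends on dependent replicate 1 of the vBNST. Without replicate 2, 3 or 4 it was -0.0315, -0.0394 and -0.0389.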

We found no candidate MRs that were enriched in every region, suggesting that the effect of alcohol may be largely mediated by region-specific neuroadaptations (Additional file 1: Figure S3 and Table S2b). 

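Few genes had a fold change of the same sign in every region. Gabrg1, a subunit of the GABA-A receptor and a target in the Nr3c1 regulon, was higher in dependent than in non-dependent rats in 8 of 8 regions, by 0.043 to 1.41 on the log2 scale (mean 0.83), with an unadjusted p under 0.05 in 4 regions and a lowest adjusted p of 0.253 (n = 4 per group and region). In non-dependent compared with naive rats it was lower in 8 of 8 regions (mean -0.77), though its CeA value was 0.017 with quantile normalization. Parg, which removes poly(ADP-ribose), was lower in non-dependent rats in every region (mean -0.65, unadjusted p under 0.05 in 7 regions, lowest adjusted p = 0.0576), as was Amd1, an enzyme of polyamine synthesis (mean -0.89, 5 regions). Dnal1, a dynein light chain, was higher in dependent than in non-dependent rats (mean 0.75). These genes were chosen after their values were seen, and none passed limma's adjusted threshold in any region. Averaged over the regions, Gabrg1 was at 6.39 in naive, 5.62 in non-dependent and 6.44 in dependent rats, and Dnal1 at 7.63, 7.06 and 7.81. Both comparisons share the non-dependent arrays, so the fall and the rise of Gabrg1 are not independent. Of 7723 genes tested in all 8 regions, 81 had 1 sign throughout between non-dependent and dependent rats (65 higher and 16 lower) and 316 between naive and non-dependent rats (34 higher and 282 lower), where independent signs would give 60.3. The paper gives 4 rats per group for all regions, so the regions need not be independent and 60.3 may not apply. Without the 4 arrays that stand apart the counts were 192 and 246. Of 35 regroupings of the same-numbered arrays of all regions, 5 gave as many genes as the first count and 4 as many as the second.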

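Between non-dependent and dependent rats, the number of genes with an unadjusted p under 0.05 from limma was 1251 in the VTA, 693 in the NAcSh, 608 in the dlBNST, 541 in the BLA, 520 in the NAcC, 467 in the mPFC, 383 in the vBNST and 78 in the CeA. Beside the mPFC, the numbers from naive to non-dependent rats were 671 in the VTA, 647 in the BLA, 584 in the dlBNST, 548 in the NAcC, 372 in the NAcSh, 197 in the vBNST and 96 in the CeA. Without the array that stands apart, singled out after seeing the data, the former were 1348 in the VTA, 500 in the BLA, 447 in the vBNST and 407 in the CeA, and the latter 579, 539, 643 and 592. Of gene lists fixed before the data were examined, 17 of 480 tests passed with limma's camera at a preset correlation of 0.01, and 0 with an estimated one (adjusted p = 0.988 with an estimated correlation for every list). Regrouping the arrays gave at least 17 lists in 35 of 35 splits (highest 65), so the number of lists is not more than chance groupings give. In the VTA, 25 of 34 genes of oxidative phosphorylation were higher in non-dependent than in naive rats (median log2 fold change 0.23, adjusted p = 1.66e-04 with the preset correlation, 0.988 with an estimated correlation) and 28 of 34 were lower in dependent than in non-dependent rats (median -0.30, adjusted p = 3.99e-05, 0.988 with an estimated correlation). Examples are Uqcrc1 of complex III (1.60 ± 0.55 and -1.79 ± 0.55, SE, n = 4 per group) and the ATP synthase genes Atp5pb (0.55 ± 0.15) and Atp5mc3 (-0.54 ± 0.14). Both comparisons share the non-dependent arrays, so the rise and the fall of a list are not independent. Over all 8875 VTA genes their fold changes correlated with r = -0.830, with 7378 in opposite directions. In 100 random groupings r ran from -0.908 to 0.0695 (median -0.399). Of ribosomal protein genes in the VTA, 20 of 23 were higher in non-dependent rats (median 0.47, adjusted p = 3.99e-05, 0.988 with an estimated correlation) and 20 of 23 were lower in dependent rats (median -0.36, adjusted p = 0.0111, 0.988 with an estimated correlation, and 0.240 without non-dependent replicate 2, the VTA array that stands apart). Without that array, the Actb control was at 9.56 to 10.79 in naive and 11.04 to 11.15 in non-dependent rats of the VTA, and the Gapdh control at 11.05 to 11.28 in non-dependent and 10.58 to 10.88 in dependent rats. The median correlation of a VTA array with the others was lowest in non-dependent rats (0.9531 to 0.9572). It was 0.9581 to 0.9597 in naive and 0.9598 to 0.9674 in dependent rats. The hybridization controls overlapped in both comparisons. In the NAcSh, 16 of 17 markers of striatal medium spiny neurons were higher in non-dependent than in naive rats (median 0.40, adjusted p = 9.92e-05, 0.988 with an estimated correlation), among them the adenosine receptor Adora2a (1.24 ± 0.57), Rgs9 (0.82 ± 0.32) and Arpp21 (0.40 ± 0.16). There the Actb control was at 10.07 to 10.94 in naive and 11.00 to 11.70 in non-dependent rats. The naive group holds replicate 2, which correlated with the BLA mean (r = 0.9906) nearly as well as with that of its own region (0.9907), and 7 of 8 cortical glutamatergic markers were lower in non-dependent rats (median -0.37, adjusted p = 0.232), among which Neurod6 had an SD of 2.09 over the 12 NAcSh arrays and 0.15 in the NAcC. In the vBNST, 13 of 15 glucocorticoid-induced genes were higher in non-dependent rats (median 0.21, adjusted p = 0.0111, 0.988 with an estimated correlation), with Sgk1 at 0.57 ± 0.46 and Tsc22d3 at 0.21 ± 0.18, and so were 6 of 7 immediate early genes (median 0.40, adjusted p = 0.0156, 0.988 with an estimated correlation), with Egr1 at 0.40 ± 0.21. In these 7 cases 0 members passed limma's test over all genes, and the direction was kept in 12 of 12 fits that left out 1 array and under median scaling and quantile normalization.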

We also found that for the non-dependent vs. dependent gene signatures, the most significant MR candidates were in the NAc core, shell, VTA, CeA, BLA and dorsal BNST regions, whereas the most significant MR candidates in the alcohol naive vs. non-dependent signature were in the mPFC, NAc core, NAc shell, dorsal and ventral BNST, and VTA regions (Additional file 1: Table S1). These results suggest a differential and progressive recruitment of brain regions of the reward and stress system in the transition to dependence.

Among the MRs inferred in the analysis, Nr3c1, the gene coding for the GR, was one of the highest ranking on the basis of differential activity (for example, Figure 2). 

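In the NAcC, 17 targets of the Nr3c1 regulon were lower and 6 higher in dependent than in non-dependent rats at an unadjusted p under 0.05, of 292 tested. The largest differences relative to their error were those of Ift70b, a gene of intraflagellar transport (-0.56 ± 0.16, log2 fold change and SE, n = 4 per group), Tril, an accessory protein of Toll-like receptor 4 (0.43 ± 0.12), the centrosomal gene Cep120 (0.47 ± 0.14), Commd10 (-0.32 ± 0.10) and Rwdd3, an enhancer of sumoylation (-0.32 ± 0.11). None of the targets passed limma's test (adjusted p = 0.799 for these 5), and 0 did when adjusted over the list alone. The targets were counted on the arrays from which the regulon was inferred, so they are not independent evidence. When all genes were ranked by the absolute t-statistic, all tested targets, where the paper took the 100 most likely, were enriched with a normal score of 2.84 (permutation p = 0.00450 from 10000 random gene sets), past the threshold of 0.01. The normal score is the p put on the scale of Table S3 and goes up to 3.89 at the smallest p of 0.0001. Exchanging arrays between the groups gave as large an enrichment in 3 of 35 splits (exact p = 0.0857). The score fell below the threshold without non-dependent replicate 4 (1.03), dependent replicate 3 (2.04) or dependent replicate 4 (1.71), with quantile normalization (2.41), with random sets matched on expression (2.45) and with limma's array weights, chosen after seeing the data (1.76).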

We thus assessed the functional relevance of the network predictions through behavioral validation of this gene in the specific brain regions identified by the analysis. As shown in Figure 3, we first validated the accuracy of the ARACNe-inferred Nr3c1/GR regulon (that is, the set of its inferred transcriptional targets; the complete ARACNe-inferred Nr3C1/GR regulon is shown in Figure 4, and the identity and differential expression of the ARACNe-predicted targets of Nr3c1 in both the alcohol naive vs. non-dependent, and non-dependent vs. dependent signatures can be found in Additional files 4 and 5 in the online version of this manuscript). 

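The regulon in Additional file 4 lists 346 targets, which are 344 genes. Of these, 327 are in the deposited table, and 292 to 302 were tested in each region. They include Cdh2, the cell adhesion molecule N-cadherin, Arpp21, a phosphoprotein of striatal neurons, and Gabrg1. Of the targets, 0 passed limma's test over all genes in any of the 24 comparisons. Adjusted over the list alone, Topbp1, a gene of DNA replication and repair, was higher in the mPFC of non-dependent rats (0.99 ± 0.18, log2 fold change and SE, n = 4 per group, adjusted p = 0.0576 over all genes) and of dependent rats (1.01 ± 0.18, adjusted p = 0.0708) than in naive rats, and Arpp21 was higher in the vBNST of dependent than of naive rats (2.26 ± 0.39, adjusted p = 0.294). The study chose the list on these arrays, so counts over the list alone are not independent evidence. The share of targets with an unadjusted p under 0.05 was 14.0% against 7.98% of the other genes in the NAcSh between non-dependent and dependent rats, 17.2% against 14.0% in the VTA and 7.88% against 6.10% in the NAcC. From naive to non-dependent rats it was 21.3% against 17.6% in the mPFC and 9.93% against 6.37% in the NAcC. It was higher by less from naive to non-dependent rats in the NAcSh (5.14% against 4.37%), VTA (8.94% against 7.51%), CeA (1.68% against 1.08%) and dlBNST (7.07% against 6.69%) and from non-dependent to dependent rats in the mPFC (5.65% against 5.18%) and vBNST (4.71% against 4.35%). In the other 5 of 16 comparisons it was lower than among the other genes, with 4.38% against 7.64% in the BLA and 1.35% against 2.28% in the vBNST from naive to non-dependent rats, and 4.38% against 7.07% in the dlBNST, 6.06% against 6.30% in the BLA and 0.671% against 0.904% in the CeA between non-dependent and dependent rats.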

ARACNe-inferred targets of the Nr3c1 TF (that is, the Nr3c1 regulon) were found to be significantly enriched in genes differentially expressed following shRNA-mediated silencing of this TF (*P* <0.004 by GSEA analysis [23], Figure 3A and B). Promoters of ARACNe-inferred Nr3c1/GR targets were found to be significantly enriched in canonical Nr3c1/GR binding sites (Figure 3C; *P* <0.05), compared to randomly selected promoters from non-ARACNe predicted targets. Binding site enrichment analysis was performed using the position-specific-scoring-matrix for Nr3c1/GR (MA0013.1) downloaded from the JASPAR database [24]. The position-specific-scoring-matrix was scored using the maximum-likelihood method outlined by Conlon *et al.* [25]. Taken together, these independent analyses suggest that the ARACNe-inferred regulon is highly enriched in bona-fide, physical Nr3c1/GR targets. Note that since ARACNe does not use any sequence related knowledge, such as the presence of binding sites in the promoters of predicted targets, the evidence from the two analyses is statistically independent and can thus be combined.

**Figure 3:**
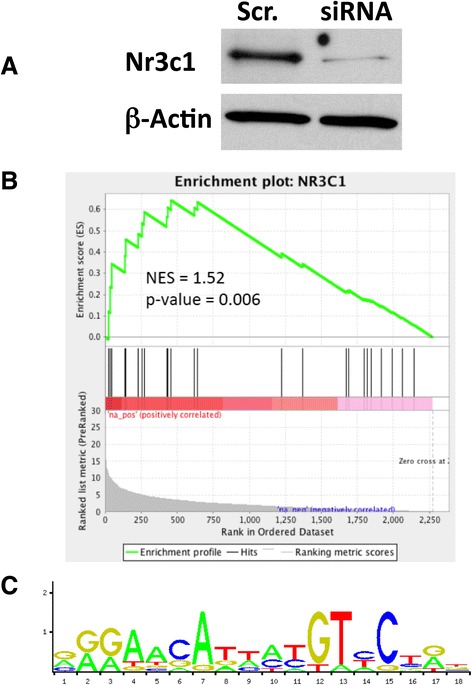
Validation of ARACNe-predicted Nr3c1/GR regulon by siRNA-mediated downregulation of Nr3c1/GR followed by microarray analysis. **(A)** Nr3c1/GR was downregulated by use of a synthetic siRNA (Applied Biosystems) in the rat striatal medium spiny neuron cell line M213 relative to an aspecific ‘scrambled’ siRNA (Scr.) control. **(B)** We performed microarray profiling and used gene expression differences between cells treated with siRNA to Nr3c1/GR and the ‘scrambled’ siRNA control to interrogate the Nr3c1 regulon (that is, targets of Nr3c1/GR predicted by ARACNe) with the Gene Set Enrichment Analysis (GSEA) [23]; n = 4. Results showed enrichment of the genes in the Nr3c1/GR regulon among the genes whose expression is affected by siRNA-mediated downregulation of Nr3c1/GR in M213 cells (GSEA result: NES = 1.28, *P* <0.004). **(C)** Sequence logo of Nr3c1/GR binding site from JASPAR database [24].

**Figure 4:**
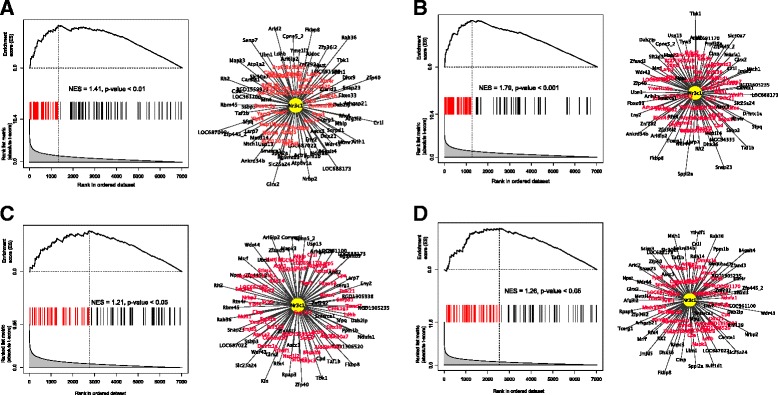
Targets of Nr3c1/GR as predicted by the ARACNe-generated transcriptional-interactome. Targets of Nr3c1/GR in the NAc core **(A)**, shell **(B)**, and VTA **(C)** differentially regulated in the non-dependent vs. dependent signature. Targets of Nr3c1/GR in the CeA **(D)** in the naive vs. non-dependent signature. For each comparison, the results of GSEA for Nr3c1/GR targets in the corresponding signature are shown on the left and the Nr3c1/GR regulon on the right. In the right panel, the distance between Nr3c1/GR and each target represents the degree of differential expression in the signature. More differentially expressed genes are shown closer to Nr3c1/GR, and less differentially expressed genes are shown further away. Genes in the leading edge of the GSEA analysis are shown in red. These are ones that contribute most significantly to the enrichment of Nr3c1/GR, and are the most strongly regulated targets of Nr3c1/GR. The GSEA panel on the left shows the enrichment plot, NES and associated *P* value. As with the regulon plot, the genes in the leading edge are also shown in red.

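In the NAcSh, 35 targets were lower and 6 higher in dependent than in non-dependent rats at an unadjusted p under 0.05, while in the VTA 34 were higher and 18 lower. In the NAcSh the largest differences relative to their error were those of Lxn, a carboxypeptidase inhibitor (0.66 ± 0.18, log2 fold change and SE, n = 4 per group), the ciliary gene Tmem231 (-0.51 ± 0.14), the aminopeptidase Lap3 (-0.43 ± 0.12), the retinol dehydrogenase Rdh14 (-0.49 ± 0.14) and Fbxw11, of an SCF ubiquitin ligase (-0.65 ± 0.20). In the VTA they were those of Ckmt1, the mitochondrial creatine kinase (-1.64 ± 0.33), Ralgps2, an exchange factor for Ral (0.72 ± 0.15), Fndc3a (0.71 ± 0.17), the orphan receptor Gpr85 (0.73 ± 0.20) and Fam76a (0.83 ± 0.23). None of these passed the test over all genes (adjusted p = 0.466 to 0.518 in the NAcSh and 0.210 to 0.253 in the VTA), and 0 targets passed in either region over the list alone. The normal score of the targets was 3.89 in the NAcSh (permutation p = 0.0001, the smallest that 10000 random sets give; normalized enrichment score 1.33) and 1.98 in the VTA (permutation p = 0.0482; normalized enrichment score 1.15), so the VTA did not pass 0.01. Among 35 splits of the arrays, the real one had the largest enrichment in the NAcSh (exact p = 0.0286), and 3 were as large in the VTA (exact p = 0.0857). The NAcSh score was 2.50 without dependent replicate 4, below the threshold. The VTA score passed without the filter on low signals (2.75) and with quantile normalization (2.63).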

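In the CeA, 272 of 298 targets had a lower mean in non-dependent than in naive rats, 5 of them and 0 of the 26 higher ones at an unadjusted p under 0.05. The non-dependent group holds replicate 2, which stands apart. Gabrg1 was -1.02 ± 0.33 in non-dependent relative to naive rats (log2 fold change and SE, n = 4 per group), and -1.03 without that array. Hsd17b11, a steroid dehydrogenase, was -0.96 ± 0.39 (-0.52 without it), Lxn -1.45 ± 0.58 (-0.79), podoplanin (Pdpn) -0.55 ± 0.24 (-0.39) and Fgl2, a fibrinogen-like protein, -0.71 ± 0.31 (-0.40). None passed (adjusted p = 0.476), and with quantile normalization Gabrg1, Hsd17b11 and Pdpn had positive values (0.017, 0.055 and 0.27), as did Pdpn with median scaling (0.13). The normal score of the targets was 0.273 (permutation p = 0.784, normalized enrichment score 0.880) over all 8 arrays, and 28 of 35 splits gave as large an enrichment. Without non-dependent replicate 2 the score was 3.89 (permutation p = 0.0001, the smallest possible), past the threshold. With limma's array weights, also chosen after seeing the data, it was 2.84. Without that replicate, the Gapdh control was at 9.726 to 9.924 in naive and 9.958 to 10.23 in non-dependent rats of the CeA. The Actb control was at 9.145 to 10.05 and 10.16 to 10.56, in the same order. The hybridization controls and the median correlation of an array with the others overlapped between these groups.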

MARINa analyses of alcohol naive vs. non-dependent and dependent alcohol self-administering rats revealed that Nr3c1/GR is recruited in a brain-specific manner during the progression from alcohol naive to non-dependent and, in turn, to dependence. Nr3c1/GR is activated in the CeA and mPFC in non-dependent alcohol self-administering rats, as compared to alcohol naive rats, and it is further increased only slightly in these regions after the transition to dependence. In contrast, Nr3c1/GR activity increases progressively during alcohol exposure and dependence in the VTA and NAc core, while in the NAc shell, Nr3c1/GR activation is seen only after the transition to dependence (Figure 5 and Additional file 1: Table S3a and b).

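In the mPFC, 40 targets of Nr3c1 were higher and 24 lower in non-dependent than in naive rats at an unadjusted p under 0.05, of 301. Besides Topbp1, the largest differences relative to their error were those of the translation initiation factor Eif3c (1.23 ± 0.28, log2 fold change and SE, n = 4 per group), Cpne5, a calcium-binding copine (-0.46 ± 0.11), Tmem131 (0.52 ± 0.12) and Adrm1, a ubiquitin receptor of the proteasome (-0.51 ± 0.12), with adjusted p of 0.0789 to 0.0908. From non-dependent to dependent rats, 4 mPFC targets were higher and 13 lower, and in the CeA 2 were higher and 0 lower. The normal score in the mPFC was 0.785 from naive to non-dependent rats (permutation p = 0.432) and 0.705 from non-dependent to dependent rats (3.02 without dependent replicate 4, past the threshold). In the CeA the latter was 0.413. Exchanging arrays gave as large an enrichment in 14, 14 and 25 of 35 splits. A score of each array that takes the sign of each target's correlation with Nr3c1 went from -0.35 ± 0.25 (SD, n = 4) in naive to 0.14 ± 0.15 (SD, n = 4) in non-dependent rats of the mPFC, with no overlap between the groups (exact permutation p = 0.0286, the smallest possible, adjusted p = 0.343 over 24 comparisons). Over the 12 mPFC arrays this score was correlated with the Gapdh control (r = -0.927) and with the median correlation of an array with the other arrays (r = 0.938), a comparison chosen after seeing the data. The hybridization controls were 0.72 ± 0.20 (SE) higher in non-dependent than in naive rats. They were 0.59 ± 0.085 (SE) lower in dependent than in non-dependent rats, with no overlap. The Gapdh control and the median correlation overlapped in the latter comparison. In the CeA the signed score differed by -0.24 from naive to non-dependent rats (adjusted p = 0.894), and by 0.062, the opposite sign, without non-dependent replicate 2.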

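From naive to non-dependent rats, the VTA had 12 higher and 15 lower targets of Nr3c1 at an unadjusted p under 0.05, the NAcC 16 and 13, and the NAcSh 14 and 1. The targets with the largest differences relative to their error were Gpr85 (-0.62 ± 0.20, log2 fold change and SE, n = 4 per group), Ormdl2, a regulator of sphingolipid synthesis (0.88 ± 0.28), and the junctional adhesion molecule F11r (0.77 ± 0.26) in the VTA, and the adhesion receptor Adgre1 (0.71 ± 0.18), Mbtd1 (0.53 ± 0.15) and Slc5a3, the inositol transporter (0.38 ± 0.12), in the NAcC. None passed (adjusted p = 0.561 and 0.690). The normal score was 2.19 in the NAcC (permutation p = 0.0285), 0.773 in the VTA (permutation p = 0.440) and 0.088 in the NAcSh (permutation p = 0.929), none past 0.01. The NAcC score passed with moderated t-statistics (3.01), median scaling (3.54), quantile normalization (3.62) or no filter (3.12), and without naive replicate 1 (3.08), non-dependent replicate 2 (2.97) or non-dependent replicate 3 (3.06). The enrichment of absolute t-statistics has no direction. The signed score of the targets was -0.27 ± 0.25 (SD, n = 4) in non-dependent and 0.17 ± 0.10 (SD, n = 4) in dependent rats of the VTA, above every non-dependent rat in 4 of 4 dependent rats (exact permutation p = 0.0286, adjusted p = 0.343), and 0.097 ± 0.22 in naive rats. Over the 12 VTA arrays the score followed the hybridization controls (r = -0.787, -0.659 without the array that stands apart), a comparison chosen after seeing the data. Its correlation with the median correlation of an array with the others was 0.697. Without that array, the Gapdh control was at 11.05 to 11.28 in non-dependent and 10.58 to 10.88 in dependent rats. That array had the lowest VTA score (-0.531). From non-dependent to dependent rats the signed score was lower by the mean in the NAcSh (-0.34, exact permutation p = 0.143) and NAcC (-0.21, exact permutation p = 0.314), and none of the 24 comparisons passed. Without dependent replicate 3 the former was -0.18, and the latter was -0.092 without non-dependent and -0.11 without dependent replicate 4. In non-dependent relative to naive rats the signed score was higher by the mean in the NAcC (0.29, and 0.17 to 0.38 with 1 array left out). It was also higher in the NAcSh (0.19, and 0.023 to 0.30), but lower in the VTA (-0.37, and -0.45 to -0.27). The normal scores of the BLA, dlBNST and vBNST were 0.386, 0.983 and 0.388 from naive to non-dependent and 0.848, 0.203 and 0.996 from non-dependent to dependent rats. From scores of this kind, the paper concludes that Nr3c1/GR is recruited in particular brain regions as rats progress from naive to dependent.

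**Figure D2:**
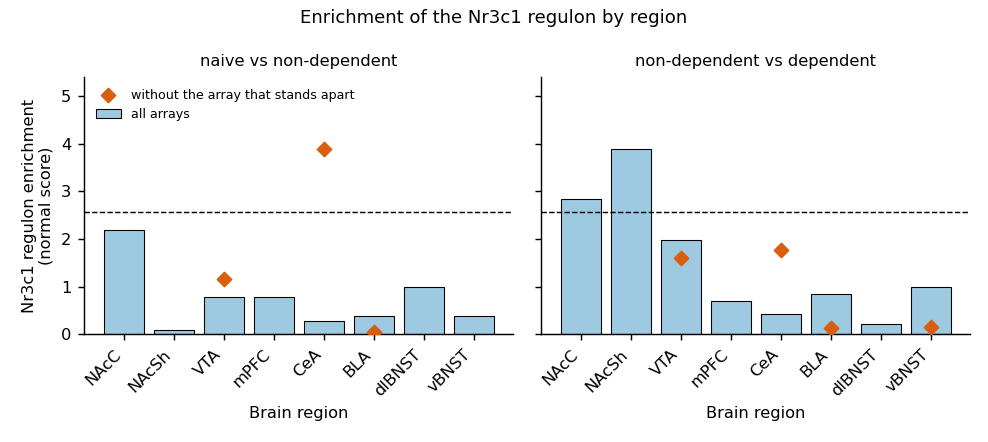
Enrichment of the Nr3c1 regulon by region. Bars give the normal score of all 8 arrays of a comparison for each brain region, naive vs non-dependent on the left and non-dependent vs dependent on the right; diamonds give it without the array that stands apart, and the dashed line marks a permutation p of 0.01. The NAcC and NAcSh bars on the right (2.84 and 3.89) and the CeA diamond on the left (3.89) lie above the line.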

**Figure 5:**
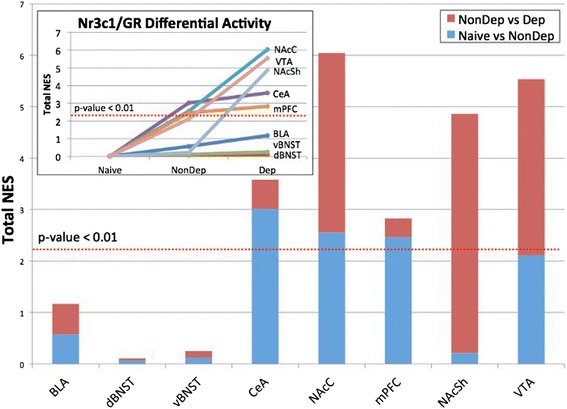
Results of MARINa analyses for Nr3c1/GR in alcohol naive, non-dependent and dependent rats. Both the main stacked-column graph and line graph inset show the total differential activity of Nr3c1/GR across eight regions in the control (alcohol naive), non-dependent, and dependent groups. Differential activity is measured by the normalized enrichment score (NES) in each region, calculated as the differential activity going from alcohol naive to non-dependent and from non-dependent to dependent. Nr3c1/GR is activated in non-dependent alcohol self-administering rats and increases to a lesser extent after the transition to dependence. In regions like the VTA and NAc core, Nr3c1/GR activity increases progressively from alcohol naive to non-dependent to dependent rats, while in the NAc shell, significant Nr3c1/GR activation is seen only after the transition to dependence. The dashed red line in both plots indicate significantly increased differential activity, which corresponds to a total NES of approximately 2.33 and *P* <0.01.

We then investigated the functional role of the GR on alcohol self-administration, through GR pharmacological antagonism in specific brain regions in which Nr3c1/GR was found to be a high-ranking master regulator, including the NAc and VTA. Rats were trained to self-administer alcohol and exposed to alcohol vapor to induce dependence (or air, for the purpose of control). The rats were implanted bilaterally with guide cannulae aimed at the VTA and the NAc, including both core and shell subregions. The effects of intracerebral microinjection of mifepristone (30 μg/0.3 μL/side) were investigated during protracted abstinence (Figure 6). As expected, vehicle-treated rats with a history of alcohol dependence displayed escalated alcohol intake during protracted abstinence compared with vehicle-treated non-dependent rats (*P* <0.05). Mifepristone injected into the NAc significantly reduced alcohol self-administration in dependent rats without altering alcohol intake in non-dependent rats (group vs. treatment interaction: F_(1, 12)_ = 9.0, *P* <0.05; Fisher’s LSD post hoc test: *P* <0.05). Similar results were obtained with mifepristone injection into the VTA: vehicle-treated dependent rats displayed higher alcohol intake compared with vehicle-treated non-dependent rats (*P* <0.001), and GR blockade with mifepristone significantly reduced alcohol intake in dependent rats (F_(1, 12)_ = 6.9, *P* < 0.05). Water intake was not affected by group or treatment (data not shown).

**Figure 6:**
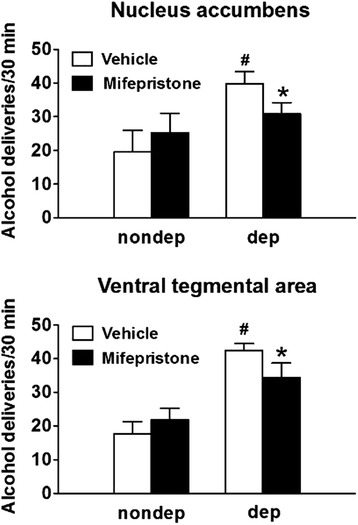
Administration of the GR antagonist mifepristone (RU38486) in either the NAc or VTA selectively decreased alcohol self-administration in rats with a history of alcohol dependence (dep) during protracted abstinence. The rats were made dependent on alcohol by chronic, intermittent vapor exposure and then removed from the vapor chambers. Non-dependent rats were not exposed to alcohol vapor (nondep). The rats were prepared with guide cannulae for bilateral injections of mifepristone (30 μg/0.3 μL/side) or vehicle into the nucleus accumbens and ventral tegmental area. The rats were tested for alcohol self-administration during protracted abstinence (1 to 2 months post-vapor) 90 min after mifepristone administration. The data represent mean and standard error. ^#^ *P* <0.05, significant difference from vehicle-treated non-dependent rats. *P <0.05, significant difference from vehicle-treated dependent rats. n = 7 per group.

We then sought to validate a second MR of alcohol dependence. We selected the transcription coactivator Psip1, which was found to be differentially activated by alcohol dependence in the CeA and was not, to our knowledge, previously implicated in the motivation for alcohol. 

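In the CeA, Psip1 had a mean of 12.08 ± 0.14 (SD, n = 4) in naive, 10.20 ± 3.95 (SD, n = 4) in non-dependent and 12.18 ± 0.095 (SD, n = 4) in dependent rats on the log2 scale. The low mean of the non-dependent rats comes from replicate 2, the array that stands apart, where Psip1 read 4.28. The log2 fold change from non-dependent to dependent rats was 1.98 ± 1.49 (SE, adjusted p = 0.487), with 0 of 4 dependent rats above every non-dependent rat, and 0.0031 without that array. Of genes the paper names with Psip1, the DNA methyltransferase Dnmt3a differed by 0.62 ± 0.28 (0.37 without the array), the transcription factor Mef2a by 1.53 ± 1.16 (-0.0015) and Rbbp6, a ubiquitin ligase that binds the retinoblastoma protein, by 0.56 ± 0.51 (-0.069), with adjusted p of 0.487 for all 3 from limma. The sign turned with median scaling and quantile normalization for Dnmt3a (-0.033 and -0.091) and Rbbp6 (-0.097 and -0.43). From naive to dependent rats Psip1 differed by 0.10 (adjusted p = 1.00), and its SE, which pools all 12 arrays, was 1.49 with that array and 0.11 without it (adjusted p = 0.872). The targets of Psip1 as a set were not analysed here.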

Viral vector-mediated Psip1 over-expression in the CeA significantly decreased compulsive-like alcohol drinking in rats with a history of alcohol dependence (*P* <0.05) but not in non-dependent rats (Additional file 1: Figure S6). Thus, Psip1 is a novel gene with a functional role in excessive alcohol drinking in the setting of alcohol dependence.

Lastly, we computed intra-network functional similarity to generate new hypotheses on candidate GR transcription co-factors (Tfco) and signaling molecules associated with protracted abstinence in dependent rats by using the CNS transcriptional-interactome and the CNS Signaling Molecule interactome, which was constructed using the same parameters as the CNS transcriptional-interactome and a list of known signaling molecules regulating the GR instead of TFs [5,22]. Correlation was calculated between each TF or signaling molecule with more than 25 ARACNe-inferred targets. Target correlation was calculated using Pearson correlation, and statistical significance was calculated by estimating the correlations between random regulons of the same size. Eight signaling molecules (Cdk5, Ywhah, Mapk3, Cdh2, Hsp90aa1, Med14, Txn1, Med1) had significant correlation with Nr3c1/GR activity, as shown by the heatmap in Additional file 1: Figure S7. Additionally, Nr3c1/GR activity was significantly correlated with nine TfcoTFs (Ncoa3, Ncor2, Smarca4, Trim28, Nfkb1, Hopx, Smarcad1, Nr3c2, Pou2f1), as shown in Additional file 1: Figure S8.

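Of the signaling molecules, Cdk5, Ywhah, Cdh2, Med14, Txn1 and Med1 have a probe set that names them alone, and Mapk3 and Hsp90aa1 do not. Their expression was compared with the signed score of the Nr3c1 targets over the 12 arrays of each region. In the VTA, Cdh2, or N-cadherin, followed the score with r = 0.801 (permutation p = 5.7e-04, adjusted p = 0.0160) and Spearman rho 0.853 (permutation p = 7.2e-04, adjusted p = 0.0403), and r was 0.811 without the 2 farthest arrays. On the same arrays, in a comparison chosen after seeing the data, the score had r = -0.787 (rho -0.727) with the hybridization controls. With the median correlation of an array with the others it had r = 0.697 (rho 0.790). The relation of Cdh2 to these signs was not tested. Cdh2 is itself one of the targets. In the BLA it had r = 0.791 (adjusted permutation p = 0.0157, 0.651 without the 2 farthest arrays) and rho 0.811 (adjusted permutation p = 0.0788), and in the CeA r = 0.994 (adjusted permutation p = 0.0178, 0.421 without the 2 farthest arrays). Med14, a Mediator subunit, had r = 0.757 (adjusted permutation p = 0.0140, 0.589 without the 2 farthest arrays) in the VTA and r = 0.915 (adjusted permutation p = 0.0343, 0.195 without the 2 farthest arrays) in the BLA, and the thioredoxin Txn1 r = -0.721 (adjusted permutation p = 0.0343, -0.387 without the 2 farthest arrays) in the VTA. By rho none of the Med14, Txn1 and CeA relations passed (adjusted permutation p = 0.175, 0.360, 0.175 and 0.233), and those of the CeA, of Med14 in the BLA and of Txn1 rest on the 2 arrays. Cdk5, Ywhah and Med1 passed in no region. The family held 112 relations, 14 genes in 8 regions, some of them with a mean under 4, with 40 at an unadjusted p under 0.05 and 13 past the adjusted threshold by r, and 2 past it by both measures. The regulons of these molecules were not used here, so the relations concern their expression, not an inferred activity.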

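In the mPFC, the corepressor Trim28 ran opposite to the signed score of the Nr3c1 targets, with r = -0.915 (permutation p = 4e-05, adjusted p = 0.00448) and rho -0.923 (permutation p = 7e-05, adjusted p = 0.00784) over 12 arrays, and r = -0.768 without the 2 farthest. On the same arrays, in a comparison chosen after seeing the data, the Gapdh control had r = 0.867 with Trim28 and -0.927 with the score, and the median correlation with the other arrays had -0.877 and 0.938. In the BLA, Smarca4, the ATPase of the BAF chromatin remodeling complex, had r = -0.883 (adjusted permutation p = 0.0178, -0.696 without the 2 farthest arrays). In the vBNST, Trim28 had r = -0.957 (adjusted permutation p = 0.0343, -0.0172 without the 2 farthest arrays) and Smarca4 r = -0.826 (adjusted permutation p = 0.0178, -0.399 without the 2 farthest arrays). Nfkb1 had r = 0.754 (adjusted permutation p = 0.0343, 0.443 without the 2 farthest arrays) in the CeA and the homeobox gene Hopx r = -0.723 (adjusted permutation p = 0.0343, -0.416 without the 2 farthest arrays) in the VTA. By rho the relations other than Trim28 in the mPFC did not pass (lowest adjusted permutation p = 0.175), and the BLA, vBNST, CeA and VTA each hold an array that stands apart. Smarcad1 and the mineralocorticoid receptor Nr3c2 passed in no region. Ncoa3 and Pou2f1 had a mean under 4 in all 8 regions, and their relations are not given.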

## Discussion

Alcoholism is a chronically relapsing disorder characterized by a compulsion to seek and take alcohol, loss of control in limiting intake, and emergence of a negative emotional state when access to alcohol is prevented. It has been proposed that in alcoholism, the brain reward and stress circuitry fails to maintain homeostatic regulation in the face of chronic excessive drinking and withdrawal but instead develops a set of neuroadaptations to cope with high levels of alcohol exposure [26-28]. Using this conceptual framework, it has been hypothesized that alcoholics continue to drink or relapse to drinking in an attempt to reverse the emotional consequences of the functional dysregulations of their reward and stress systems [13,26-28]. Because of the complexity of alcohol’s effects, a systems biology approach should be particularly well suited to investigate the gene dysregulations associated with alcohol dependence [1]. Here, we used a strategy combining both computational and experimental approaches to identify genes that control the transcriptional regulatory networks that are dysregulated in rats with a history of alcohol dependence.

The present systems biology approach is aimed at identifying key genes that are causally related to the phenotype of interest, rather than on the identification of those that are merely statistically associated with it (that is, gene activity vs. gene expression). This is predicated on the reconstruction (reverse-engineering) of accurate transcriptional regulatory networks (interactomes) for a biologically relevant system, where networks are generated in an unbiased fashion from high-throughput experimental data. This strategy does not lead to the compilation of long lists of differentially expressed genes, but it identifies a much smaller number of key regulators that directly control the differentially expressed genes and are thus much more likely to be causal. Such an approach thus provides high-probability hypotheses for the elucidation of mechanistic and context-specific regulatory events determining the phenotype. Importantly, regulators are not prioritized by their differential expression, which is a poor predictor of regulatory activity, but rather by the differential expression of their targets in a phenotype of interest (for example, history of alcohol dependence). 

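Nr3c1 had a mean log2 signal of 10.67 ± 0.15 (SD, n = 4) in naive, 10.26 ± 0.48 (SD, n = 4) in non-dependent and 10.74 ± 0.094 (SD, n = 4) in dependent rats of the VTA. In the NAcSh the means were 10.99 ± 0.034, 11.02 ± 0.15 and 10.90 ± 0.16, in the mPFC 10.11 ± 0.14, 10.16 ± 0.24 and 10.21 ± 0.26, and in the CeA 11.21 ± 0.10, 9.79 ± 3.10 and 11.20 ± 0.10, in the same order. From non-dependent to dependent rats, the log2 fold change was 0.48 ± 0.21 (SE) in the VTA (0.25 without the array that stands apart), -0.13 ± 0.11 in the NAcSh and 0.055 ± 0.15 in the mPFC. From naive to non-dependent rats it was -0.40 ± 0.21 in the VTA (-0.18 without that array), 0.047 ± 0.15 in the mPFC and -1.42 ± 1.17 in the CeA (0.13 without non-dependent replicate 2, where Nr3c1 read 5.16). In the BLA, dlBNST and vBNST the values were -0.47 ± 0.30, 0.0043 and 0.0022 from naive to non-dependent and 0.53 ± 0.30, 0.090 and -0.33 ± 0.28 from non-dependent to dependent rats, with -0.090 and 0.15 in the BLA and 0.036 in the vBNST without their array that stands apart. None of these passed limma's test in any region (lowest adjusted p = 0.342). With the mean of probe sets the sign changed from naive to non-dependent rats in the NAcSh (0.033 to -0.084), mPFC (-0.0069), dlBNST (-0.068) and vBNST (-0.047) and from non-dependent to dependent rats in the mPFC (-0.0017). It also changed without 1 array in the mPFC (lowest -0.051 and -0.059), the NAcSh and vBNST from naive to non-dependent rats (lowest -0.014 and -0.028) and the dlBNST in both signatures (lowest -0.075 and -0.0065).

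**Figure D3:**
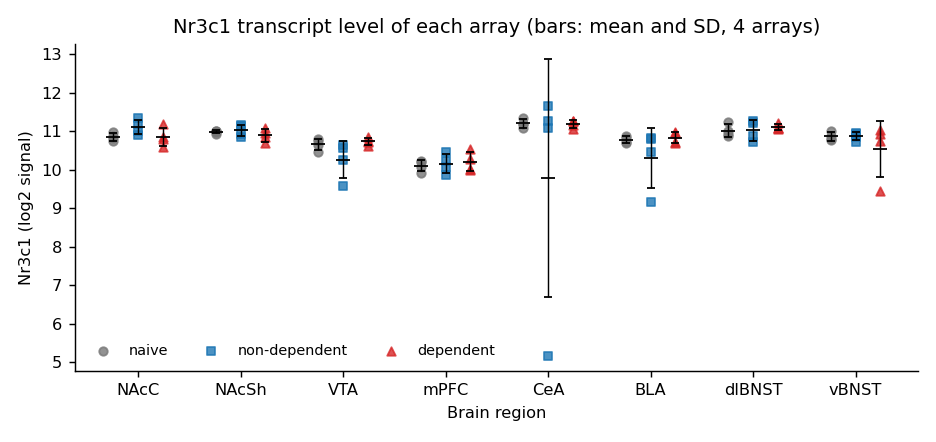
Nr3c1 transcript level of each array. The y axis gives the log2 signal, the x axis the brain region; points are single arrays of naive, non-dependent and dependent rats, and black bars show the mean and SD of 4 arrays. Apart from the non-dependent group of the CeA, with 1 array at 5.16, group means lie between 10.11 and 11.21.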

The advantage of using the TF’s differential activity instead of its differential expression is exemplified by Nr3c1/GR, which only showed slight increases in expression in regions where it exhibited the highest levels of activity. In fact, Nr3c1/GR is regulated through multiple transcriptional, post-transcriptional, and post-translational mechanisms [29]. Thus, as expected, the Nr3c1/GR differential activity - as determined by the differential expression of its set of target genes in the regulon - was considerably greater than Nr3c1/GR differential expression. For example, Nr3c1/GR was the most differentially active regulator by MARINa analysis in the core region of the NAc (Figure 2) but only the 544th most differentially expressed gene in the same region (t-statistic: 2.08 and *P* = 0.08). 

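In the NAcC, Nr3c1 had a mean log2 signal of 10.86 ± 0.098 (SD, n = 4) in naive, 11.11 ± 0.19 (SD, n = 4) in non-dependent and 10.86 ± 0.24 (SD, n = 4) in dependent rats. The log2 fold change was 0.25 ± 0.14 (SE, adjusted p = 0.785) from naive to non-dependent rats and -0.25 ± 0.14 (SE, adjusted p = 0.842) from non-dependent to dependent rats. Neither passed limma's test. In the latter comparison the t-statistic of the 8 arrays was -1.66 (exact permutation p = 0.143), the 1302nd largest in absolute value among 8445 genes, and in the former 2.39 (exact permutation p = 0.0571, rank 793). Of the other regions, the absolute t-statistic of Nr3c1 between non-dependent and dependent rats ranked 1506th of 8875 genes in the VTA and 3179th of 8464 in the NAcSh.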

A limitation of the present systems biology strategy is that TFs with few targets are not efficiently identified by MARINa as MRs. However, as true MRs drive the phenotype, they typically have numerous targets. An additional limitation is that a small number of regulators whose regulon significantly overlaps with that of a true MR may result in false positives, although this is mitigated by our pleiotropy analysis. Lastly, ARACNe may invert the predicted direction of regulation when feedback loops are present (the protein negatively regulates its own expression).

We focused our attention on the Nr3c1/GR gene regulatory network because it was found to be one of the highest-ranking master regulators showing differential activation in multiple brain regions of rats with a history of dependence. Additionally, evidence suggests that sustained activation of the hypothalamic-pituitary-adrenal (HPA) axis by alcohol intoxication and withdrawal and consequent overactivation of GRs induce neuroadaptive changes that drive compulsive alcohol drinking in alcohol dependence [13]. In the present study, transcriptional network analysis predicted Nr3c1/GR to be a high-ranking master regulator differentially regulated in multiple brain regions of animals with a history of alcohol exposure including the mPFC, CeA, NAc core and shell, as well as the VTA. We behaviorally validated inhibition of Nr3c1/GR in both the NAc and VTA with the GR antagonist mifepristone (RU38486), which selectively decreased escalated alcohol self-administration during protracted abstinence in rats with a history of dependence. Consistent with these findings, evidence suggests that these brain regions are sensitive to the effects of stress and glucocorticoids. In fact, corticosterone, the main glucocorticoid hormone in rodents (equivalent to cortisol in humans), modulates VTA dopamine cell activity and NAc dopaminergic responses [30-32]. Glucocorticoids have also been shown to act on the NAc to stimulate alcohol consumption in rats [33]. Thus, in light of the role of glucocorticoids in the development of compulsive alcohol drinking in alcohol dependence [13], the present results suggest that glucocorticoid-induced neuroadaptations in the VTA and NAc are key to the neuroadaptations that dysregulate the reward system and contribute to driving excessive alcohol drinking associated with a history of alcohol dependence. While the mesocorticolimbic system, which has origin in the VTA, has an established role in mediating motivation driven by positive reinforcement, VTA circuits are also increasingly implicated in the neurobiological mechanisms behind negative affect, aversion, and dependence [34-37]. The present results point to a role for glucocorticoid-mediated neuroadaptive changes in the VTA and NAc in motivation for alcohol in dependent animals. Additionally, because the VTA and NAc are extensively interconnected with regions of the extended amygdala such as the CeA [38], BLA [39], and BNST [40,41], the glucocorticoid-induced neuroadaptations within these regions are predicted to broadly affect the reward-stress-motivational circuits during excessive drinking associated with ongoing dependence.

Lastly, a measure of intra-network functional similarity was used to generate new hypotheses on transcription co-factors (Tfco) and signaling molecules associated with protracted abstinence in dependent rats. Among signaling molecules showing the greatest degree of co-regulation with GR across the experimental perturbations of the study were Mapk3 (ERK1) [42], previously shown to be regulated by alcohol [42,43], and Med14 (Mediator of RNA polymerase II transcription subunit 14), an ERK-regulated transcriptional regulator [44]; as well as several key regulators of GR such as Smarcad1, Hopx, Nfkb1, Smarca4, Ncor2. These results suggest candidate molecular targets that may be manipulated to affect GR activity, as previously shown in cancer, or for other key MRs driving specific pathologic phenotypes [2,45,46].

The overarching hypothesis behind the present study was that understanding the dysregulations in the gene regulatory network that underlie the neuroadaptive changes associated with excessive alcohol drinking will allow for the identification of new and more effective therapeutic targets for alcohol dependence. Here we showed that gene network analysis of the transcriptional network associated with protracted abstinence in rats with a history of alcohol dependence reveal a large set of transcription factor dysregulations. The gene network predictions were validated for Nr3c1/GR and Psip1, a new alcohol-regulated gene. Nr3c1/GR is a gene of key significance to the paradigm of alcohol dependence-induced excessive drinking; however, the results highlighted a previously unrecognized key role of dysregulation of the Nr3c1/GR regulon in the NAc and VTA in excessive drinking during protracted abstinence. Much animal work to date has focused on the acute reinforcing effects of alcohol, binge-like alcohol seeking, and compulsive-like alcohol seeking during acute withdrawal [47,48]. However, very few studies focus on protracted alcohol abstinence during withdrawal although it is a period highly relevant to human relapse when acute signs of alcohol dependence have dissipated [49]. These results provide support for an integral role of the glucocorticoid system in mediating escalated alcohol intake in animals with a history of alcohol dependence via alterations in key regions of reward and stress circuitry.

## Conclusions

Here we used a systems biology approach to produce a genome-wide transcriptional regulatory network - or transcriptional-interactome - from gene expression profiles of brain regions of the central reward and stress pathways in a rat behavioral model of dependence-associated increased drinking. Using a strategy that infers transcription factor activity through the differential regulation of the direct transcriptional targets, we identified both region-specific and common candidate transcriptional MRs governing the transition from moderate (non-dependent) and excessive (dependent) alcohol drinking brought about by a history of dependence. Results indicate that analysis of interactomes is an effective strategy to identify key regulators and to understand complex psychiatric disorders such as alcoholism. The results also suggest that master regulators like the glucocorticoid receptor (Nr3c1) and Psip1 play a role in the motivation for alcohol in chronic dependence and are potential targets for novel medications in the treatment of chronic alcohol abuse.

## Materials and methods

### Chronic alcohol vapor exposure to induce dependence and mifepristone treatment

Adult male Wistar rats were trained to self-administer alcohol (10% w/v) in operant chambers and made dependent on alcohol by chronic, intermittent alcohol vapor exposure as previously reported [13]. Non-dependent rats were not exposed to alcohol vapor. Rats were removed from alcohol vapor and bilaterally implanted with guide cannulae aiming at the NAc and VTA (coordinates: NAc: +1.7 AP, ±1.35 ML, −7.0 DV; VTA: −6.04 AP, ±0.6 ML, −8.4 DV). After 1 week of recovery and stabilization of responding for alcohol, the rats were injected with mifepristone (30 μg/0.3 μL/side) or vehicle (100% DMSO) in a within-subject Latin-Square design 90 min prior to self-administration sessions. The rats received mifepristone and vehicle into the NAc first and then the same animals received injections into the VTA. Behavioral testing occurred during protracted abstinence (1 to 2 months after removal from alcohol vapor).

All procedures involving animals were approved by The Scripps Research Institute’s (TSRI) Institutional Animal Care and Use Committee and were conducted in PHS-Assured, USDA-registered, AAALAC-accredited facilities according to the PHS Policy, Animal Welfare Act and the Guide for the Care and Use of Laboratory Animals.

### Statistical analysis

Behavioral data are expressed as mean and standard error of the mean (SEM). The data were analyzed using analysis of variance (ANOVA) with treatment (0 vs. 30 μg) as the within-subjects factor and group (dependent vs. non-dependent) as the between-subjects factor. The post hoc comparisons were performed using Fisher’s least significant difference (LSD) test. The accepted level of significance for all tests was *P* <0.05.

### Nr3c1/GR binding site analysis

Promoter regions of the ARACNe predicted targets were defined as a 1,000 bp region, 500 bp upstream and downstream from the transcription start site of each gene. The test set comprised 137 ARACNe-predicted targets of Nr3c1/GR, and the control set comprised 1,000 genes that were in the ARACNe network but not targets of Nr3c1/GR. The occurrence of the Nr3c1/GR binding site was scored using the scoring method outlined in Conlon *et al.* [25] and significance was tested using Fisher’s exact test.

### Gene expression profiles

Gene expression profiles were collected using the Affymetrix Rat Genome 230 2.0 GeneChip® system (31,099 probe sets). Expression measurements were normalized with gcrma (Wu 2004), which adjusts for background intensities in Affymetrix array data, including adjusting for optical noise and non-specific binding. All array files were processed and normalized using R version 2.15.1. All gene expression profiles generated in this study are publically available from GEO at [50] (project accession # GSE60966).

### Cleaner

The normalized gene expression profiles were analyzed using the Cleaner Algorithm [21]. The Cleaner Algorithm performs probe-remapping and probe-correlation analyses for assembly of informative, transcript-specific probe-clusters in Affymetrix expression microarrays. After applying Cleaner, the roughly 31,099 probesets that were originally on the microarray platform were reduced to 7,019 highly-correlated probesets that mapped to 6,715 unique genes. Cleaner R package (version 1.01) was applied to the expression profiles after normalization using R version 2.15.1. The Cleaner-normalized gene expression profile used in our study is available for download from figshare (http://dx.doi.org/10.6084/m9.figshare.1154010).

### Transcription factor classification

To identify transcription factors (TFs), we selected the rat genes annotated as ‘transcription factor activity’ in Gene Ontology and the list of TFs from TRANSFAC [51]. This produced a final list of 898 TFs, from which 664 were present on the Cleaner-mapped expression profile.

### Signaling molecule classification

To identify signaling molecules (Sigs), we selected the rat genes annotated in the GO Biological Process database as: ‘signal transduction’ and in the GO Cellular Component database as GO:0005622 - ‘intracellular’ or GO:0005886 - ‘plasma membrane’. This produced a final list of 2,842 genes, from which 1,100 were present on the Cleaner-mapped expression profile.

### ARACNe

To construct the CNS transcriptional-interactome, ARACNe was applied to the Cleaner-normalized expression profile, as previously described [5]. ARACNe was run with the list of 898 known transcription factors, using adaptive partitioning algorithm, which selects the optimal kernel width for calculating the MI threshold of a specified *P* value. The MI threshold used by ARACNe (MI > = 0.44068) corresponded to the *P* value threshold of 10^−8^ after 100 bootstrap runs. The resulting CNS transcriptional-interactome contained 244,276 statistically significant MIs between the 6,716 genes. The CNS transcriptional-interactome used in this study is available for download from figshare at http://dx.doi.org/10.6084/m9.figshare.1154004. To construct the CNS Signaling Molecule-Interactome, ARACNe was run using the same parameters as the CNS transcriptional-interactome using a list of 1,100 known signaling molecules. The MI threshold used by the adaptive partitioning algorithm (MI ≥0.43795) corresponded to the *P* value threshold of 10^−8^ after 100 bootstrap runs, and the resulting CNS Signaling Molecule-Interactome contained 171,553 statistically significant MIs between 7,018 genes. The CNS Signaling Molecule Interactome used in this study is available for download from figshare at http://dx.doi.org/10.6084/m9.figshare.1154006.

### MARINa and candidate selection

Each TF with more than 25 targets in the CNS transcriptional-interactome was analyzed using MARINa. GSEA was used to assess the enrichment of each TF’s regulon. As a reference, we used a list of genes ranked with the absolute value of the t-statistics obtained by comparing dependent and non-dependent samples. The calculation of the enrichment of each TF produced a list of candidate MRs in each of the sampled regions. MARINa was run with 10,000 probe-shuffling permutations and each TF was given a *P* value based on its normalized enrichment score (NES) as described in Lefebvre *et al.* [9]. Before running MARINa, the CNS transcriptional-interactome was also trimmed at 100 interactions, which meant that for TFs that had greater than 100 ARACNe predicted interactions, only the top 100 most-likely interactions were considered in the calculation of the enrichment score. This was to address a bias in the GSEA, which tends to give a higher score to TFs with larger regulons. Final Master Regulator candidates were defined as TFs with a *P* value <0.01 according to their NES. Full tables of all Master Regulator candidates for all sampled regions and comparisons, along with their associated Normalized Enrichment Scores (NES) and *P* values, can be downloaded from figshare at http://dx.doi.org/10.6084/m9.figshare.1224365.

### Single-sample MARINa and activity correlation analysis

The relative activity of each transcription co-factor (Tfco) and signaling molecule was inferred for each sample using a version of the MARINa algorithm [9] modified to allow signature analysis on a sample-by-sample basis. Single-sample signatures were calculated by differential expression analysis of the sample’s gene expression profile and the average of all gene expression profiles in the same dataset. This analysis allows the inference of the relative activity of each transcriptional regulator or signaling molecule in each sample, based on the relative change in expression of its ARACNe-inferred targets. Specifically, we define the relative activity of a given regulator in a specific sample as the normalized enrichment score (NES) computed by MARINa, based on its gene expression signature. This single-sample MARINa analysis (ssMARINa) was implemented as an R-system package, which is available for download from figshare at http://dx.doi.org/10.6084/m9.figshare.785718.

The correlation of MARINa activity was calculated between each signaling molecule or Tfco that had greater than 25 targets in its regulon, and the significance of the correlation between each pair was calculated by comparing to a null distribution generated by calculating the correlation between random regulons of the same size.

## Additional files

Additional file 1: Tables S1, S2. The number of MR candidates in each region and signature, as well as the overlap between regions. **Table S3.** The MARINa results for Nr3c1/GR in all eight profiled regions, for both alcohol exposed (NaivevsNonDep) and addicted (NonDepvsDep) signatures. **Figure S1.** The results of unsupervised hierarchical clustering of the microarray dataset included in this study. **Figures S2, S3.** The results of hierarchical clustering of MR candidates that were statistically significant after pvalue integration using Stouffer’s method for the alcohol exposed (NaivevsNonDep) and addicted (NonDepvsDep) signatures. **Figures S4, S5.** The top 25 MR candidates for the alcohol exposed and addicted signatures for each region. **Figure S6.** The behavioral effects of Psip1 overexpression in the CeA. **Figure S7, S8.** The results of hierarchical clustering of MARINA-predicted activities for signaling molecules that are also known modulators of Nr3c1/GR activity, as well as TFs and co-TFs that are known modulators of Nr3c1/GR activity. Additional file 2:
**Excel spreadsheet showing ARACNe-predicted targets for the top 25 MR candidates in the alcohol addicted (NonDepvsDep) signature.** Each of the eight profiled regions is shown as a separate sheet in the Excel File and each line in the Excel table corresponds to a single ARACNe-predicted target (represented by a vertical red line in the MARINa plots). The entrez ID and name for the MR candidate and the ARACNe predicted target is shown. Also shown is the rank list metric that was used for the MARINa analysis, which is the absolute value of the t-statistic. The predicted targets for the MR candidates are sorted by decreasing ranked list metric value. Additional file 3:
**Excel spreadsheet showing ARACNe-predicted targets for the top 25 MR candidates in the alcohol exposed (NaivevsNonDep) signature.** Each of the eight profiled regions is shown as a separate sheet in the Excel File and each line in the Excel table corresponds to a single ARACNe-predicted target (represented by a vertical red line in the MARINa plots). Shown are the entrez ID and name for the MR candidate and ARACNe predicted target, as well as the absolute value of the t-statistic for each target. Additional file 4:
**Excel spreadsheet showing ARACNe-predicted targets for the Nr3c1 in the alcohol addicted (NonDepvsDep) signature for the eight profiled regions.** Shown are the entrez ID and name for each ARACNe predicted target, as well as the absolute value of the t-statistic for each target in each region. Additional file 5:
**Excel spreadsheet showing ARACNe-predicted targets for the Nr3c1 in the alcohol exposed (NaivevsNonDep) signature for the eight profiled regions.** Shown are the entrez ID and name for each ARACNe predicted target, as well as the absolute value of the t-statistic for each target in each region. Sweave Documentation: The results of the analysis have also been documented as a Sweave-document, which is designed to outline the set-up and running of MARINa on the Alcohol Addiction dataset. When compiled, the document will run the analysis described in the manuscript and output the full results corresponding to the figures and supplementary figures in the manuscript. The Sweave document, associated pdf document, and files needed for the execution of the Sweave file including the expression file (.exp) and interactome (.rda) can all be downloaded at the following figshare link: http://dx.doi.org/10.6084/m9.figshare.1222965
.

# Supplementary material for: Identifying candidate drivers of alcohol dependence-induced excessive drinking by assembly and interrogation of brain-specific regulatory networks
**Source:** Genome Biol. 2015 Feb 2;16(1):68. doi: 10.1186/s13059-015-0593-5
**Supplement:** Additional file 1: Tables S1, S2. — The number of MR candidates in each region and signature, as well as the overlap between regions. Table S3. The MARINa results for Nr3c1/GR in all eight profiled regions, for both alcohol exposed (NaivevsNonDep) and addicted (NonDepvsDep) signatures. Figure S1. The results of unsupervised hierarchical clustering of the microarray dataset included in this study. Figures S2, S3. The results of hierarchical clustering of MR candidates that were statistically significant after pvalue integration using Stouffer’s method for the alcohol exposed (NaivevsNonDep) and addicted (NonDepvsDep) signatures. Figures S4, S5. The top 25 MR candidates for the alcohol exposed and addicted signatures for each region. Figure S6. The behavioral effects of Psip1 overexpression in the CeA. Figure S7, S8. The results of hierarchical clustering of MARINA-predicted activities for signaling molecules that are also known modulators of Nr3c1/GR activity, as well as TFs and co-TFs that are known modulators of Nr3c1/GR activity.

**Supplementary Tables**

**Table S1.** Number of Master Regulators (MRs) that were predicted in each region (p < 0.01). The regions are nucleus accumbens core (NAcC), nucleus accumbens shell (NAcSh), ventral tegmental area (VTA), medial prefrontal cortex (mPFC), central amygdala (CeA), basolateral amygdala (BLA), dorsal bed nucleus of the stria terminalis (dlBNST), and ventral BNST (vBNST). **Naive**: alcohol naive control rats; **NonDep**: nondependent alcohol self-administering rats; **Dep**: dependent alcohol self-administering rats.

| **Comparison** | **Region** | **NAcC** | **NAcSh** | **VTA** | **mPFC** | **CeA** | **BLA** | **dlBNST** | **vBNST** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Naive *vs.* NonDep | MRs | **28** | **56** | **51** | **148** | **42** | **15** | **44** | **51** |
| NonDep *vs.* Dep | MRs | **17** | **30** | **56** | **14** | **28** | **39** | **48** | **15** |

**Table S2.** Overlap of Master Regulators associated with the transition from alcohol naive to nondependent, or nondependent to dependent drinking between different regions. The table shows the p-values associated with the overlap between different regions by Fisher’s exact test and the number of overlapping Master Regulators (underneath). A) shows the results for Naive vs NonDependent and B) shows the results for NonDependent vs Dep rats. Regions that had a significant overlap (p < 0.01) are highlighted in bold.

**Table S2a, Naive vs. NonDependent**

|  | **NAcC** | **NAcSh** | **VTA** | **mPFC** | **CeA** | **BLA** | **dlBNST** | **vBNST** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| NAcC |  | 0.84 | **0.00** | 0.50 | 0.38 | 0.08 | 0.76 | 1.00 |
|  |  | (1) | **(9)** | (5) | (2) | (2) | (1) | (0) |
| NAcSh |  |  | 1.00 | 1.00 | 0.11 | 1.00 | 0.95 | **0.00** |
|  |  |  | (0) | (2) | (5) | (0) | (1) | **(10)** |
| VTA |  |  |  | 0.12 | 0.21 | 1.00 | 0.73 | 1.00 |
|  |  |  |  | (12) | (4) | (0) | (2) | (0) |
| mPFC |  |  |  |  | 0.98 | 1.00 | **0.01** | 1.00 |
|  |  |  |  |  | (3) | (0) | **(14)** | (1) |
| CeA |  |  |  |  |  | 0.03 | 1.00 | 0.70 |
|  |  |  |  |  |  | (3) | (0) | (2) |
| BLA |  |  |  |  |  |  | 1.00 | 0.59 |
|  |  |  |  |  |  |  | (0) | (1) |
| dlBNST |  |  |  |  |  |  |  | 0.93 |
|  |  |  |  |  |  |  |  | (1) |
| vBNST |  |  |  |  |  |  |  |  |

**Table S2b, NonDependent** **vs. Dep**

|  | **NAcC** | **NAcSh** | **VTA** | **mPFC** | **CeA** | **BLA** | **dlBNST** | **vBNST** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| NAcC |  | **0.00** | 0.02 | 1.00 | 1.00 | 0.53 | 1.00 | 1.00 |
|  |  | **(6)** | (4) | (0) | (0) | (1) | (0) | (0) |
| NAcSh |  |  | **0.00** | 1.00 | 0.62 | 0.74 | 1.00 | 1.00 |
|  |  |  | **(8)** | (0) | (1) | (1) | (0) | (0) |
| VTA |  |  |  | 0.21 | **0.01** | 0.43 | **0.01** | 1.00 |
|  |  |  |  | (2) | **(6)** | (3) | **(8)** | (0) |
| mPFC |  |  |  |  | 1.00 | 0.47 | 0.54 | 1.00 |
|  |  |  |  |  | (0) | (1) | (1) | (0) |
| CeA |  |  |  |  |  | 0.72 | **0.00** | 0.08 |
|  |  |  |  |  |  | (1) | **(13)** | (2) |
| BLA |  |  |  |  |  |  | **0.01** | 1.00 |
|  |  |  |  |  |  |  | **(6)** | (0) |
| dlBNST |  |  |  |  |  |  |  | 0.19 |
|  |  |  |  |  |  |  |  | (2) |
| vBNST |  |  |  |  |  |  |  |  |

**Table S3.** MARINa results for Nr3c1/GR in all 8 profiled regions, for both alcohol exposed (Naive vs NonDep) and addicted (NonDep vs Dep) signatures. For each region and comparison the table shows the Normalized Enrichment Score (NES), a measure of TF activity given by MARINa, as well as the associated p-value. The table also shows the Activity Rank of Nr3c1/GR, measured by NES, and relative to all 898 TFs in the interactome, as well as the rank of differential expression (DE Rank). Supplementary Table 3a shows the results of the Naive vs NonDep signature, and Supplementary Table 3b shows the results of the Nondep vs Dep signature.

| **Table S3a** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Region** | **Comparison** | **NES** | **Pvalue** | **Activity Rank** | **DE Rank** |
| CeA | Naive vs NonDep | 3.014333 | 0.002575 | 19 | 905 |
| NAcC | Naive vs NonDep | 2.551565 | 0.010724 | 31 | 1030 |
| MPF | Naive vs NonDep | 2.464279 | 0.013729 | 164 | 2089 |
| VTA | Naive vs NonDep | 2.113606 | 0.034549 | 95 | 3198 |
| BLA | Naive vs NonDep | 0.569967 | 0.5687 | 421 | 3050 |
| NAcSh | Naive vs NonDep | 0.212906 | 0.8314 | 698 | 6816 |
| vBNST | Naive vs NonDep | 0.121494 | 0.9033 | 776 | 6833 |
| dlBNST | Naive vs NonDep | 0.065972 | 0.9474 | 796 | 5329 |

| **Table S3b** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Region** | **Comparison** | **NES** | **Pvalue** | **Activity Rank** | **DE Rank** |
| NAcSh | NonDep vs Dep | 4.648268 | 3.35E-06 | 5 | 394 |
| NAcC | NonDep vs Dep | 3.491568 | 0.00048 | 1 | 544 |
| VTA | NonDep vs Dep | 3.423246 | 0.000619 | 19 | 4087 |
| BLA | NonDep vs Dep | 0.598959 | 0.5492 | 497 | 2778 |
| CeA | NonDep vs Dep | 0.56761 | 0.5703 | 467 | 2281 |
| MPF | NonDep vs Dep | 0.365819 | 0.7145 | 590 | 2035 |
| vBNST | NonDep vs Dep | 0.127936 | 0.8982 | 792 | 5964 |
| dlBNST | NonDep vs Dep | 0.041998 | 0.9665 | 812 | 5877 |

**Supplementary Figures**

mPFC

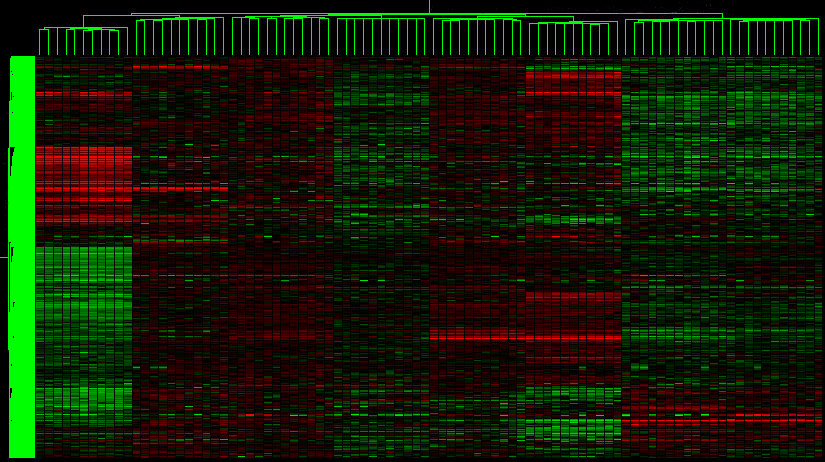

NAcC

NAcSh

CeA

BLA

dlBNST

vBNST

VTA

**Figure S1.** Unsupervised hierarchical clustering of the microarray dataset used for the study. Similar transcriptional programs – as represented by their closeness in the cluster - were displayed by Nac shell (NAcSh) and core (NAcC) sub-regions of the nucleus accumbens and by the extended amygdala regions CeA (central nucleus of the amygdala) and dorsolateral and ventral BNST (dlBNST and vBNST, respectively). Also expectedly, the medial prefrontal cortex (mPFC), a cortical region, clustered with the cortical-like basolateral nucleus of the amygdala (BLA).

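Adora2a and Drd1, genes of striatal medium spiny neurons, were highest in the NAcC. Adora2a had a mean log2 signal of 9.95 ± 0.33 (SD, n = 12) in the NAcC and 8.54 in the NAcSh, the dopamine receptor Drd1 11.41 ± 0.25 and 11.00, and the peptide gene Cartpt 11.80 ± 0.49 in the NAcSh and 10.54 in the NAcC. Corticotropin-releasing hormone (Crh) was highest in the dlBNST (8.49 ± 0.62) and next in the CeA (7.79), and galanin (Gal) in the vBNST (8.50 ± 1.09) and next in the dlBNST (5.37). The VTA held the dopamine neuron genes Th (9.56 ± 0.74, next the vBNST at 3.75) and Slc18a2, the vesicular monoamine transporter (11.11 ± 0.68, next the vBNST at 3.69). Regions were ordered by the median of their 12 arrays. In average-linkage clustering of the region means over 8797 genes, the NAcC and NAcSh joined first (r = 0.992), then the dlBNST and vBNST, and the CeA joined these at r = 0.980. Correlations are across genes, which are not independent replicates. The mean profile of the CeA correlated with those of the dlBNST at 0.987 and of the vBNST at 0.974. Of the 96 arrays, 93 had their closest array in their own region. When the arrays were clustered one by one, 1 region formed a cluster of its own among 8 clusters, and 6 did without the 4 arrays that stand apart. Over the 1000 most variable genes the CeA joined the dlBNST first, at 0.969.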

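The mPFC and BLA shared genes of cortical glutamatergic neurons. Slc17a7, the vesicular glutamate transporter of such neurons, had a mean log2 signal of 11.38 ± 0.44 (SD, n = 12) in the mPFC and 7.66 ± 0.89 in the BLA, against 3.24 to 3.74 in the NAcC and NAcSh. The transcription factor Neurod6 was at 10.67 ± 0.43 in the BLA and 10.59 in the mPFC. Fezf2, a gene of deep-layer projection neurons, was at 7.19 ± 0.29 in the mPFC and 4.38 in the BLA. Over 8797 genes, the mean profile of the mPFC correlated with that of the BLA at r = 0.910 and with that of the VTA at 0.839, and that of the BLA with the CeA at 0.974. In the tree of region means the BLA joined the CeA and BNST (r = 0.972), the NAc followed (0.963), then the VTA (0.936), and the mPFC joined last (0.871), as it did with complete linkage, Spearman correlation, the 1000 most variable genes and no filter.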

**Fig. S2.** Results of hierarchical clustering of MR candidates that were statistically significant after p-value integration using Stouffer’s method for the Naive vs Nondep signature. The colors represent the levels of inferred activities for the MRs, with the most intensely colored MRs being the most active.

**Figure S3.** Results of hierarchical clustering of MR candidates that were statistically significant after p-value integration using Stouffer’s method for the Nondependent vs Dependent signature. The colors represent the levels of inferred activities for the MRs, with the most intensely colored MRs being the most active.

**Figure S4 a-h.**  MARINa results for all regions in the Naive vs. NonDependent signature. The top-25 MR candidates are shown. The regions shown are a) Core of the Nucleus Accumbens (NAcC), b) Shcell of the Nucleus Accumbens (NAcSh), c) Medial Prefrontal Cortex (mPFC), d) Central Amygdala (CeA), e) Basolateral Amygdala (BLA), f) BNST Ventral (vBNST), g) BNST Dorsal (dlBNST), h) Ventral Tegmental Area (VTA). As with figure 2 in the main text, each row of the plot shows the result of MARINa for each MR candidate. The p-value associated with each MR candidate is shown on the left, and the differential expression (Exp) and the MARINA-predicted differential activity (Act) for each MR are shown on the right in shades of red. The number on the right side of the plot indicates the rank of differential expression (Exp) for each MR candidate. The red lines in the middle of the plot indicate ARACNe predicted targets of each MR candidate. The position of each line is determined by its differential expression, with more differentially expressed genes being shown toward the left, and the less differentially expressed genes displayed toward the right. . The identity and differential expression of the ARACNe-predicted targets of each MR candidate (represented by red lines), can be found in supplementary Additional file 3.

**Figure S4a:** Top-25 results of MARINa for core of the nucleus accumbens on the Naive vs. NonDependent signature**.**

**Figure S4b:** Top-25 results of MARINa for shell of the nucleus accumbens on the Naive vs. NonDependent signature**.**

**Figure S4c:** Top-25 results of MARINa for Medial Prefrontal Cortex on the Naive vs. NonDependent signature**.**

**Figure S4d:** Top-25 results of MARINa for Central Amygdala on the Naive vs. NonDependent signature**.**

**Figure S4e:** Top-25 results of MARINa for Basolateral Amygdala on the Naive vs. NonDependent signature**.**

**Figure S4f:** Top-25 results of MARINa for BNST Dorsal on the Naive vs. NonDependent signature**.**

**Figure S4g:** Top-25 results of MARINa for BNST Ventral on the Naive vs. NonDependent signature**.**

**Figure S4h:** Top-25 results of MARINa for Ventral Tegmental Area on the Naive vs. NonDependent signature**.**

**Figure S5 a-g.**  MARINa results for all regions for the NonDependent vs. Dependent signature. The top-25 MR candidates are shown. The regions shown are a) Core of the nucleus accumbens (NAcC), b) Medial Prefrontal Cortex (mPFC), c) Central Amygdala (CeA), d) Basolateral Amygdala (BLA), e) BNST Ventral (vBNST), f) BNST Dorsal (dlBNST), g) Ventral Tegmental Area (VTA). Results of MARINa for core of the nucleus accumbens (NacC) are shown in Fig. 2 in the main text. The identity and differential expression of the ARACNe-predicted targets of each MR candidate (represented by red lines), can be found in Additional file 2.

**Figure S5a:** Top-25 results of MARINa for shell of the nucleus accumbens on the NonDependent vs. Dependent signature**.**

**Figure S5b:** Top-25 results of MARINa for Medial Prefrontal Cortex on the NonDependent vs. Dependent signature**.**

**Figure S5c:** Top-25 results of MARINa for Central Amygdala on the NonDependent vs. Dependent signature**.**

**Figure S5d:** Top-25 results of MARINa for Basolateral Amygdala on the NonDependent vs. Dependent signature**.**

**Figure S5e:** Top-25 results of MARINa for BNST Ventral on the NonDependent vs. Dependent signature**.**

**Figure S5f:** Top-25 results of MARINa for BNST Dorsal on the NonDependent vs. Dependent signature.

**Figure S5g:** Top-25 results of MARINa for Ventral Tegmental Area on the NonDependent vs. Dependent signature**.**

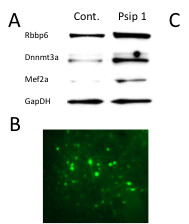

**
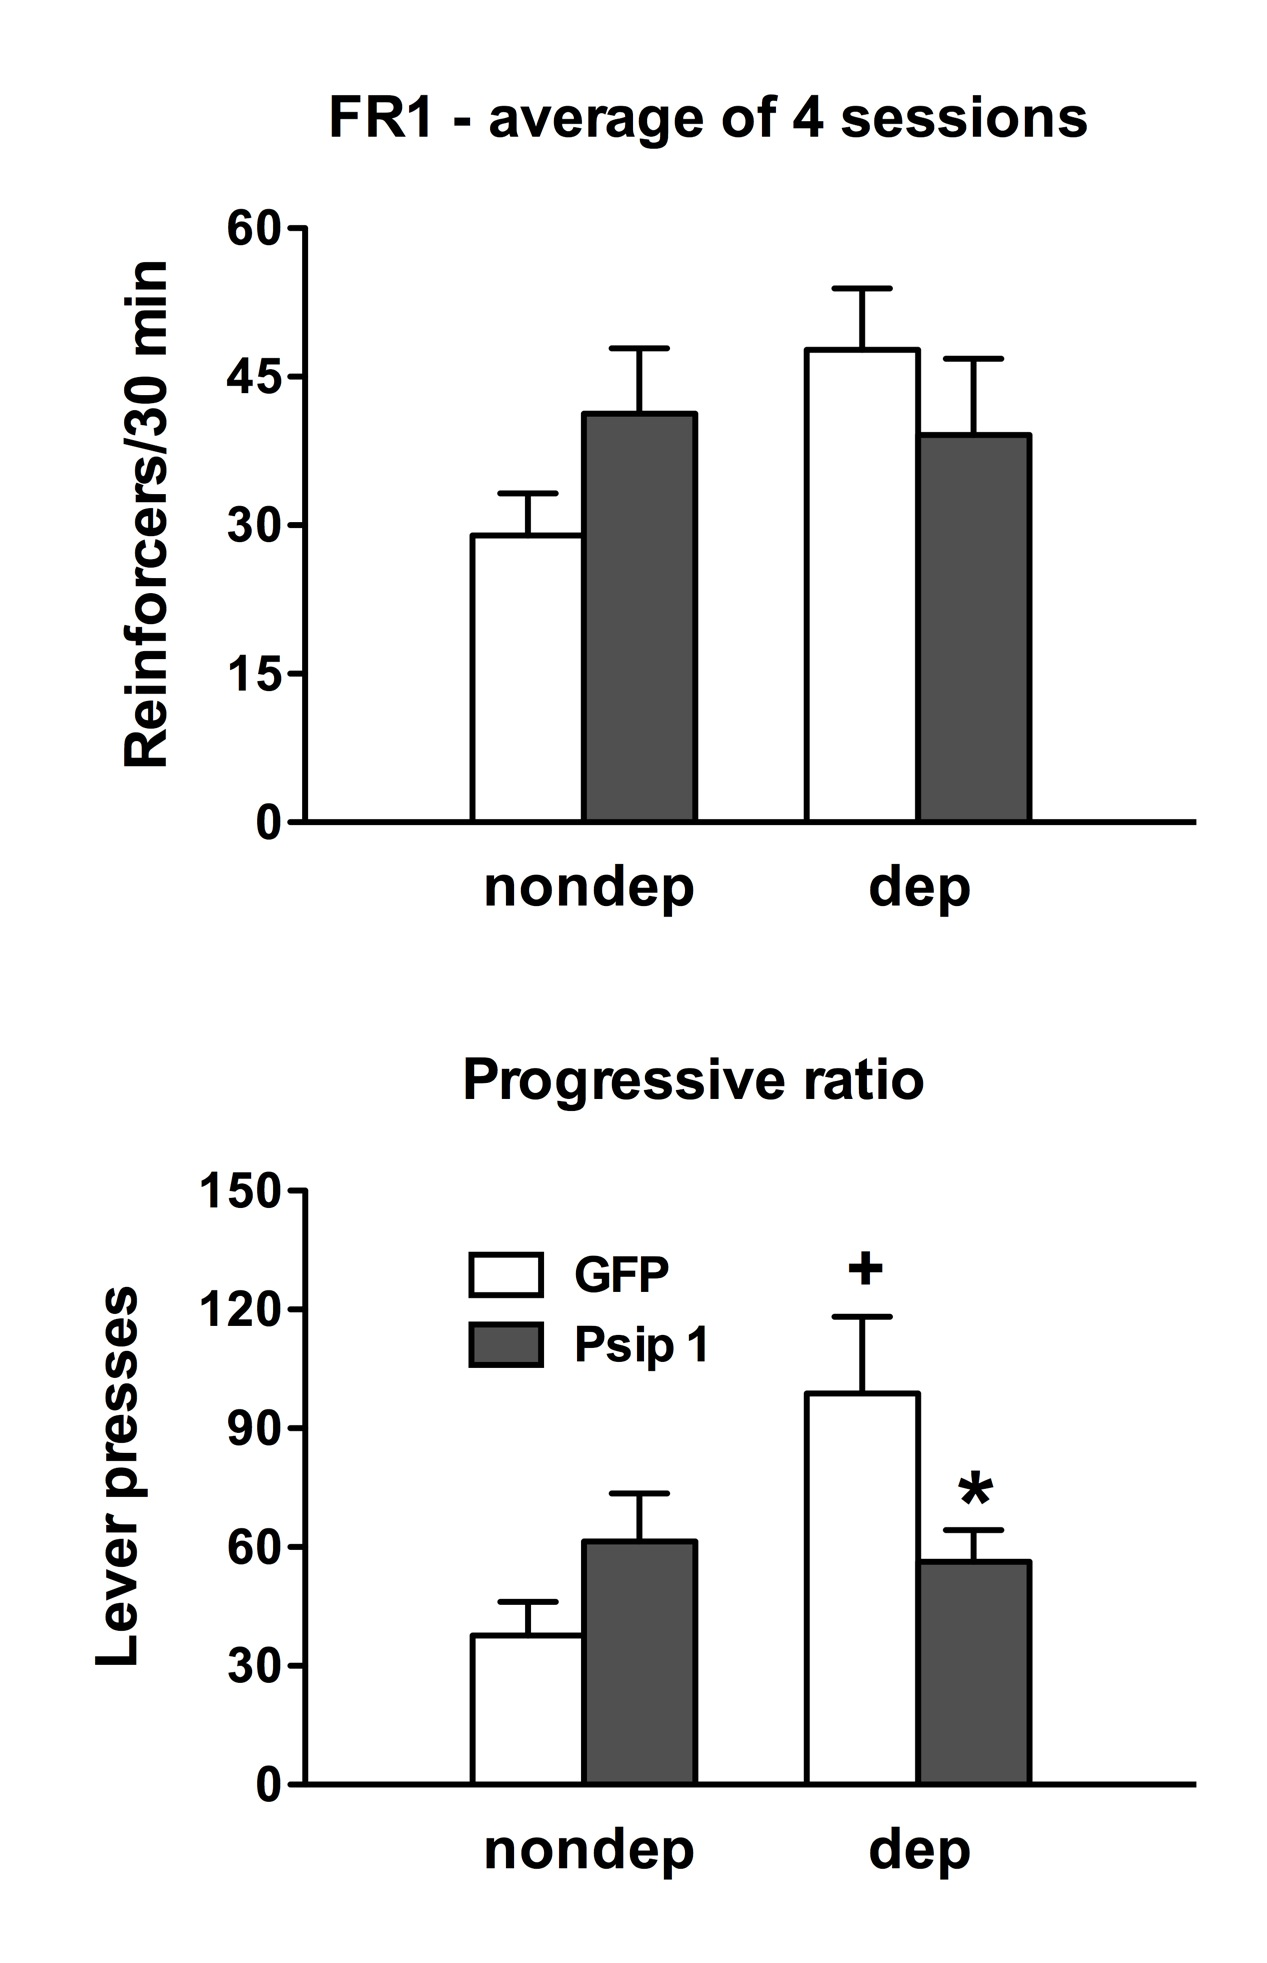
**
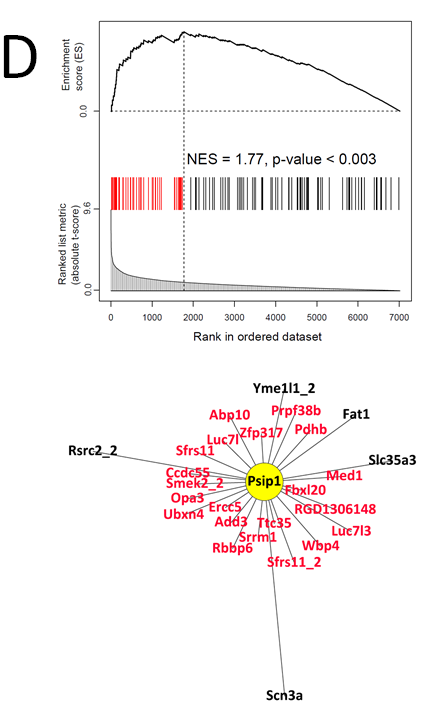

**Figure S6.** The transcription co-activator Psip1 has a functional role in compulsive-like alcohol drinking in alcohol dependent rats. **A)** Validation of Psip1 regulon predicted by the CNS interactome. As indicated by analysis of the CNS interactome, the expressions levels of 3 of Psip1 predicted targets (Rabbp6, Dnmt3a and Mef2a) were increased after transfection of Psip1 in the M213cell line (GapDH was used as a loading control). **B)** Psip1 was transduced in the CeA of Dep and Nondep alcohol self-administering rats by AAV. A control AAV-GFP injection is shown. **C)** Psip1 delivery in the CeA resulted in decreased compulsive-like alcohol drinking in rats with a history of alcohol dependence, but not in nondep rats, as shown by a significant (p < 0.05) reduction in cumulative lever press for alcohol in a progressive ratio schedule of reinforcement, in which the workload for the next reinforcement increases progressively. **D)** Top: targets of Psip1 in the CeA, are differentially regulated in the nondependent *vs.* dependent signature by GSEA. Bottom: Psip1 regulon. Genes in the leading edge of the GSEA analysis are shown in red. These are the genes that contribute most significantly to the enrichment of Psip1, and are the most strongly regulated targets. In the regulon plot, the distance between Psip1 and each target represents the degree of differential expression in the signature. More differentially expressed genes are shown closer to Psip1, and less differentially expressed genes are shown further away. As with the GSEA plot, the genes in the leading edge are shown in red.

**Figure S7.** Results of hierarchical clustering of MARINa-predicted activities for signaling molecules that are also known modulators of Nr3c1/GR activity. Regions/conditions where the genes were found to have increased activity are shown in shades of red. The genes shown were found to have significant correlation with Nr3c1/GR activity across all the regions with a p-value < 0.05.

**Figure S8.** Results of hierarchical clustering of MARINa-predicted activities for TFs and co-TFs that are also known modulators of Nr3c1/GR activity. Regions/conditions where the genes were found to have increased activity are shown in shades of red. The genes shown were found to have significant correlation with Nr3c1/GR activity across all the regions with a p-value < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

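Expression was measured with Affymetrix rat arrays on RNA from 8 brain regions of alcohol naive, non-dependent and dependent rats, with 1 array for each region, group and replicate number, 4 replicates in each of 3 groups and 96 arrays in all. The values are log2 signals that the authors made from the scanned arrays with GCRMA 2.36.0 under R 3.03, as deposited and per the labels of the samples. The authors' later step, the choice of probesets with Cleaner, is not part of the deposited values. The paper gives 4 rats per group for the 8 regions. The replicate numbers were not taken to identify rats across groups or regions, and a fit with the number as a block is given only as an alternative. Regroupings of same-numbered arrays of several regions may therefore break differences between rats that these regions share, and cannot exclude such differences.

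Probe sets were assigned to genes with the annotation of the array in the reference files, and probe sets naming several genes or none were left out. Per gene, the probe set with the highest mean over the 96 arrays was used, and in each region genes with a mean above 4 over its 12 arrays were kept. Group differences were computed with limma 3.58.1 in R 4.3.3, with 1 fit per region on its 12 arrays and 3 comparisons per region (naive vs non-dependent, non-dependent vs dependent, naive vs dependent), 24 in all, and Benjamini-Hochberg adjustment over all genes of a region at a threshold of 0.05. Array medians ran from 3.81 to 4.33, and no further scaling was applied. With 4 arrays per group, data simulated from NAcC arrays gave back 16 of 49 genes changed by 0.5, 34 of 48 changed by 1 and 45 of 45 changed by 2 on the log2 scale, and 5 of 8158 unchanged genes were called.

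Enrichment of the Nr3c1 regulon was computed after the paper's description of MARINa, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. All listed targets that passed the filter were used, 292 to 302 per region, whereas the paper kept the 100 most likely interactions of a factor; the list gives no likelihood by which to choose them. Genes were ranked by the absolute pairwise t-statistic of the 8 arrays of a comparison, the running sum was weighted with an exponent of 1, and p came from 10000 random gene sets of the same size, with a threshold of 0.01 as in the paper. The p was put on the scale of Table S3 as a two-sided normal quantile. Beside it, all 35 splits of the 8 arrays into groups of 4 were scored in the same way. In simulated data with no effect, 2 of 100 regulon tests gave p under 0.01, and 20 of 20 did when the targets were shifted by 1 SD. This does not show that the p from random gene sets holds for real targets, which may vary together. In the NAcC, from non-dependent to dependent rats, that p passed 0.01, while 3 of 35 splits gave as large an enrichment. The signed score of an array is the mean standardized expression of the targets, each with the sign of its Spearman correlation with Nr3c1 over the 96 arrays, and was compared with an exact permutation test of 70 arrangements, adjusted over 24 comparisons.

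Fixed before the data were examined, 20 gene lists (GABA signaling, astrocyte markers, blood cell genes, choroid plexus and ependyma markers, cortical glutamatergic neuron markers, dopamine neuron markers, endothelial and mural markers, ethanol and aldehyde metabolism, glucocorticoid-induced genes, glutamate receptors, heat shock and receptor chaperones, immediate early genes, inflammatory signaling, microglia markers, oligodendrocyte and myelin genes, oxidative phosphorylation, ribosomal proteins, stress and opioid peptide systems, striatal medium spiny neuron markers, synaptic vesicle and exocytosis) were tested with limma's camera at a preset correlation of 0.01, adjusted over 480 tests, and again with an estimated correlation. Brain regions were compared by Pearson correlation over 8797 genes and average linkage of 1 - r. Changes shared by regions were measured in 7 pairs by the correlation across genes of the moderated t-statistics, with replicate numbers left out in turn by the pairwise t-statistic. Modulators named in the paper were correlated with the signed score over the 12 arrays of each region with 100000 permutations. Figures were drawn with matplotlib 3.10.9.

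Genes are named by a rule written before the data were examined: the genes of Table 1 of the paper with Rbbp6, Dnmt3a and Mef2a, up to 10 genes per direction past the threshold or else the 3 with the smallest p per direction, up to 4 members of a list past its test, 5 regulon targets with the largest absolute moderated t-statistic, and markers of regions. The t-statistics that the paper prints for regulon targets in Additional files 4 and 5 had been seen before, and genes outside the rule are marked as chosen after their values were seen. Alternatives set before the data were examined were no filter on dim genes, a filter above 6, quantile normalization, median scaling, the mean of probe sets, the pairwise t-statistic, a fit of the 8 arrays, moderated t-statistics or an unweighted running sum or random sets matched on expression for the regulon, the sign of the correlation within a region and group for the signed score, complete linkage, Spearman correlation and the 1000 most variable genes for the regions, a replicate block, and each array left out in turn. Leaving out the 4 arrays whose highest correlation with any other array was under 0.98, and array weights, were added after seeing the data. The sets of Additional files 2 and 3 are held only in part and were not used here. The regulons of other transcription factors and the behavioral, siRNA and viral vector experiments were not analysed here.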

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

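The tests of why 4 arrays stand apart, of the splits, of the controls in each group and of the same rats were chosen after the result was seen, and the other tests before. In 120 groups of 4 arrays the search for single extreme values would give 6 by chance, and it gave 21.

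In 4 groups, 1 array was apart from the 3 others in its highest correlation with any array: CeA non-dependent replicate 2 (0.345), VTA non-dependent replicate 2 (0.931), BLA non-dependent replicate 3 (0.954) and vBNST dependent replicate 1 (0.961). The same CeA array was extreme in the hybridization controls (14.31), the signed Nr3c1 regulon score (-1.09), Nr3c1 (5.16) and Psip1 (4.28), the BLA array in the hybridization controls (10.85) and Psip1 (11.25), and the vBNST array in the signed score (-1.59). A mislabelled region can be excluded for the VTA array, which correlated best with its own region (excess of the next region -0.025). The BLA array did so by less (0.9452 with its own region mean, next the dlBNST with 0.9379), which leaves it open. It cannot be excluded for the CeA array, with 0.3677 for its own region mean and 0.3716 for the NAcSh. Nor can it for the vBNST array, with 0.9493 for its own region mean and for the dlBNST. Too little labelled rat target is a possible explanation for all 4 arrays. The hybridization controls of these 4 arrays were at least 0.888 above those of every other array of the region. That the statistics of the paper were computed without these arrays is a possible explanation for the higher correlation with the absolute t-statistics of the paper when they were left out, seen in 7 of 7 comparisons, but no record of it is held. The hybridization controls do not come from rat RNA. Their rise on all 4 arrays, by at least 0.888, argues against a biological cause of the whole pattern. A biological cause of a part of it was not tested.

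In the NAcC, the Nr3c1 targets passed the threshold from non-dependent to dependent rats with the main setting (normal score 2.84). They passed from naive to non-dependent rats under several settings, but not from naive to dependent rats (normal score 0.0253). The first pass was lost with quantile normalization, with random sets matched on expression, with array weights and without some single arrays (lowest 1.03). Exchanging arrays gave as large an enrichment in 3 of 35 splits (exact p = 0.0857), and in 7 of 35 from naive to non-dependent rats. The fold changes of the targets in these 2 signatures correlated across genes with r = -0.611, with 216 of 292 in opposite directions. Noise of the non-dependent arrays shared by both signatures is a possible explanation, since 100 random groupings gave -0.773 to -0.164. A response that returns towards the naive level during dependence would look the same, and it was not tested apart from this.

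Between naive and dependent rats 313 of 7723 genes had 1 direction in all 8 regions, and 316 between naive and non-dependent rats. The 4 arrays that stand apart can be excluded as the cause (246 genes without them in the latter comparison). There, chance splits drawn apart in each region can be excluded too (0 of 100 as large, highest 243). Between naive and dependent rats 0 of 100 were as large (highest 193), but 1 of 100 was without the arrays that stand apart (389 genes, highest split 401). A shared shift with the hybridization controls cannot be excluded. A shift of all genes would leave the difference in correlation near 0 (it was -0.021 between naive and dependent rats). The controls were higher in dependent than in naive rats in 4 of 8 regions and in non-dependent than in naive rats in 6. They differed by more than 2 SE in 0 and 1 of them (mPFC, 3.55 SE). When the same-numbered arrays of all regions were regrouped together, 4 of 35 splits gave as many genes for naive vs non-dependent rats (highest other 357), so that chance cannot be excluded there, and 1 of 35, the real one, for naive vs dependent rats (highest other 173), though the numbers may not follow the rats. The design has 4 rats per group for all regions, so differences between rats could recur in every region and explain it: in 18 genes with values in 2 clusters of arrays, the share of a group's arrays in each cluster varied less between regions than in 10000 exchanges (permutation p = 0.0001, the smallest possible). Inherited variants that differ between rats possibly contribute, the share of such genes among the 313 being 8.23 times that among all genes (6 of the 18) and 1.54 times when the clusters are sought in group-centred values (2 of 32 genes), against 10.9 and 3.82 times among the 316 (8 of 18 and 5 of 32), but the test cannot tell them from the treatment, and the effect of alcohol itself was not tested apart.

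The other extreme arrays were, in the hybridization controls, NAcC naive replicate 1 (8.10) and dependent replicate 3 (7.48), NAcSh naive replicate 3 (8.34) and VTA dependent replicate 3 (8.29). In the highest correlation with another array they were NAcSh naive replicate 2 (0.990), VTA naive replicate 3 (0.993), mPFC naive replicate 4 (0.994) and dlBNST naive replicate 2 (0.995). The signed score of NAcSh dependent replicate 3 was -0.616, and Psip1 of NAcC dependent replicate 2 was 12.11, each apart from the 3 others of its group.

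The paper prints no values for the comparison of naive with dependent rats, in which 9 genes of the dlBNST and 5 of the mPFC differed, and it does not describe the 18 genes whose values fall into 2 clusters of arrays, such as Nit2, Ccnd2, Ube3a and Siglec5, named after their values were seen.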

How the results depend on the processing

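The tests with array weights and without the arrays that stand apart were chosen after the result was seen, and all other alternatives were set before the data were examined. With 4 arrays per group, a change of 1 array moves many of the values below, and no call of a single gene survives every array left out. Of the values for Nr3c1 regulon enrichment, 408 stayed the same, 16 became stronger and 16 weaker. Here a value stayed the same when it kept its side of the threshold, whatever its size. With 1 array left out, scores from 0.120 to 2.01 in the BLA, non-dependent vs dependent, all counted as the same. Of those for Nr3c1 and the CeA genes, 709 stayed the same and 71 turned, and for the other named genes 6663 stayed the same, 62 became stronger, 230 weaker and 9 turned. Of the counts of genes changed, 444 stayed the same and 72 moved, of the shared changes 83 and 29, of the signed scores 273 stayed the same and 15 turned, of the similarities 74 stayed the same and 16 moved, and of the list counts 12 and 7. The cause of a move was not tested.

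When each array was left out in turn, genes changed ran from 0 to 1 for the NAcSh, naive vs dependent, 0 to 1 for the NAcSh, naive vs non-dependent, 0 to 1 for the NAcSh, non-dependent vs dependent, 0 to 2 for the VTA, naive vs dependent, 0 to 10 for the VTA, non-dependent vs dependent, 0 to 45 for the dlBNST, naive vs dependent, 0 to 602 for the mPFC, naive vs dependent, 0 to 271 for the mPFC, naive vs non-dependent, 0 to 14 for the mPFC, non-dependent vs dependent, 0 to 1 for the vBNST, non-dependent vs dependent. Nr3c1 regulon enrichment ran from 0.0875 to 3.89 for the CeA, naive vs non-dependent, 0.916 to 3.08 for the NAcC, naive vs non-dependent, 1.03 to 3.72 for the NAcC, non-dependent vs dependent, 0.818 to 3.12 for the NAcSh, naive vs dependent, 2.50 to 3.89 for the NAcSh, non-dependent vs dependent, 1.52 to 3.89 for the mPFC, naive vs dependent, 0.0453 to 3.02 for the mPFC, non-dependent vs dependent. The signed Nr3c1 regulon score ran from -0.091 to 0.097 for the BLA, naive vs dependent, -0.38 to 0.062 for the CeA, naive vs non-dependent, -0.021 to 0.42 for the CeA, non-dependent vs dependent, -0.31 to 0.0099 for the NAcSh, naive vs dependent, -0.046 to 0.19 for the dlBNST, naive vs dependent, -0.18 to 0.064 for the dlBNST, naive vs non-dependent, -0.0055 to 0.28 for the dlBNST, non-dependent vs dependent, -0.069 to 0.19 for the mPFC, non-dependent vs dependent, -0.12 to 0.064 for the vBNST, naive vs non-dependent.

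With each array left out in turn, the log2 fold change of Nr3c1 ran from -0.11 to 0.084 for the NAcC, naive vs dependent, -0.014 to 0.088 for the NAcSh, naive vs non-dependent, -0.051 to 0.14 for the mPFC, naive vs non-dependent, -0.059 to 0.15 for the mPFC, non-dependent vs dependent, -0.012 to 0.17 for the mPFC, naive vs dependent, -2.04 to 0.13 for the CeA, naive vs non-dependent, -0.13 to 2.03 for the CeA, non-dependent vs dependent, -0.049 to 0.036 for the CeA, naive vs dependent, -0.075 to 0.10 for the dlBNST, naive vs non-dependent, -0.0065 to 0.17 for the dlBNST, non-dependent vs dependent, -0.028 to 0.051 for the vBNST, naive vs non-dependent, -0.49 to 0.036 for the vBNST, non-dependent vs dependent, -0.48 to 0.039 for the vBNST, naive vs dependent. In the CeA, that of Psip1 ran from -2.60 to 0.099 for naive vs non-dependent, that of Rbbp6 ran from -0.72 to 0.17 for naive vs non-dependent, that of Rbbp6 ran from -0.069 to 0.81 for non-dependent vs dependent, that of Mef2a ran from -1.90 to 0.17 for naive vs non-dependent, that of Mef2a ran from -0.0015 to 2.06 for non-dependent vs dependent. The gene lists past the list test ran from 17 to 32. Regions that form a cluster of their own in the 8 clusters of the arrays, a similarity of brain regions, ran from 1 to 2. For this measure a whole replicate number was left out each time, leaving 72 arrays.

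With each replicate number left out in turn, the shared change ran from 0.0570 to 0.126 for the CeA and dlBNST, naive vs non-dependent, -0.0194 to 0.233 for the NAcC and NAcSh, naive vs non-dependent, -0.241 to -0.0628 for the NAcC and VTA, naive vs non-dependent, -0.184 to 0.114 for the NAcSh and VTA, naive vs non-dependent, -0.0231 to 0.127 for the VTA and CeA, naive vs non-dependent, 0.0237 to 0.324 for the VTA and dlBNST, naive vs non-dependent, 0.188 to 0.331 for the dlBNST and vBNST, naive vs non-dependent, 0.0674 to 0.180 for the CeA and dlBNST, non-dependent vs dependent, 0.0879 to 0.319 for the NAcC and NAcSh, non-dependent vs dependent, -0.187 to 0.0665 for the NAcC and VTA, non-dependent vs dependent, -0.260 to -0.0653 for the NAcSh and VTA, non-dependent vs dependent, 0.0564 to 0.202 for the VTA and CeA, non-dependent vs dependent, 0.0834 to 0.332 for the VTA and dlBNST, non-dependent vs dependent, -0.0394 to 0.193 for the dlBNST and vBNST, non-dependent vs dependent.

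By the pairwise t-statistic, genes changed were 1 in the VTA, naive vs dependent, 2 in the VTA, non-dependent vs dependent, 0 in the dlBNST, naive vs dependent, 0 in the mPFC, naive vs dependent, 17 in the mPFC, naive vs non-dependent. With only the 8 arrays of a comparison in the fit, genes changed were 1 in the mPFC, naive vs dependent, 219 in the mPFC, naive vs non-dependent. With a filter above 6, genes changed were 8 in the mPFC, naive vs dependent, 1 in the mPFC, naive vs non-dependent, the normal score of Nr3c1 regulon enrichment was 2.10 in the mPFC, naive vs dependent and the shared change was 0.0423 for VTA and CeA, naive vs non-dependent, 0.125 for VTA and CeA, non-dependent vs dependent.

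With no filter on dim genes, genes changed were 0 in the mPFC, naive vs dependent, the normal score of Nr3c1 regulon enrichment was 3.12 in the NAcC, naive vs non-dependent, 2.75 in the VTA, non-dependent vs dependent and gene lists past the list test, of 480, were 30. There the similarity of brain regions, as the correlation of means, was 0.987 for BLA and CeA, 0.993 for CeA and dlBNST, 0.987 for CeA and vBNST, 0.979 for VTA and vBNST, 0.953 for mPFC and BLA, 0.917 for mPFC and VTA. Over the 1000 most variable genes, the similarity of brain regions, as the correlation of means, was 0.880 for BLA and CeA, 0.969 for CeA and dlBNST, 0.900 for CeA and vBNST, 0.968 for NAcC and NAcSh, 0.793 for VTA and vBNST, 0.942 for dlBNST and vBNST, 0.659 for mPFC and BLA, 0.295 for mPFC and VTA.

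With the mean of probe sets, genes changed were 3 in the dlBNST, naive vs dependent, 0 in the mPFC, naive vs dependent, 13 in the mPFC, naive vs non-dependent, the normal score of Nr3c1 regulon enrichment was 2.04 in the mPFC, naive vs dependent, the signed Nr3c1 regulon score was -0.015 in the BLA, naive vs dependent, and the log2 fold change of Nr3c1 was -0.084 in the NAcSh, naive vs non-dependent, -0.0069 in the mPFC, naive vs non-dependent, -0.0017 in the mPFC, non-dependent vs dependent, -0.0086 in the mPFC, naive vs dependent, -0.068 in the dlBNST, naive vs non-dependent, -0.031 in the dlBNST, naive vs dependent, -0.047 in the vBNST, naive vs non-dependent. With the sign within the region, the signed score was -0.0071 in the dlBNST, naive vs dependent.

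With median scaling, genes changed were 3 in the mPFC, naive vs dependent, the normal score of Nr3c1 regulon enrichment was 3.54 in the NAcC, naive vs non-dependent and the log2 fold change of Nr3c1 was 0.076 in the NAcC, naive vs dependent, 0.012 in the CeA, naive vs dependent, while Rbbp6 in the CeA, naive vs non-dependent, was 0.21, Rbbp6 in the CeA, non-dependent vs dependent, was -0.097, Dnmt3a in the CeA, naive vs non-dependent, was 0.21, Dnmt3a in the CeA, non-dependent vs dependent, was -0.033, Pdpn in the CeA, naive vs non-dependent, was 0.13, Slc22a5 in the CeA, non-dependent vs dependent, was -0.17. With quantile normalization, the normal score of Nr3c1 regulon enrichment was 3.62 in the NAcC, naive vs non-dependent, 2.41 in the NAcC, non-dependent vs dependent, 2.63 in the VTA, non-dependent vs dependent and the log2 fold change of Nr3c1 was 0.023 in the NAcC, naive vs dependent, 0.013 in the CeA, naive vs dependent, while Rbbp6 in the CeA, naive vs non-dependent, was 0.54, Rbbp6 in the CeA, non-dependent vs dependent, was -0.43, Dnmt3a in the CeA, naive vs non-dependent, was 0.27, Dnmt3a in the CeA, non-dependent vs dependent, was -0.091, Cpt1a in the CeA, naive vs non-dependent, was 0.19, Mllt10 in the CeA, naive vs non-dependent, was 0.00063, Mllt10 in the CeA, non-dependent vs dependent, was -0.036, Gabrg1 in the CeA, naive vs non-dependent, was 0.017, Hsd17b11 in the CeA, naive vs non-dependent, was 0.055, Pdpn in the CeA, naive vs non-dependent, was 0.27, Palld in the CeA, non-dependent vs dependent, was -0.15.

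With the moderated t of limma, the normal score of Nr3c1 regulon enrichment was 3.01 in the NAcC, naive vs non-dependent. With an unweighted running sum, the normal score of Nr3c1 regulon enrichment was 2.71 in the vBNST, naive vs dependent. With random sets matched on expression, the normal score of Nr3c1 regulon enrichment was 2.45 in the NAcC, non-dependent vs dependent, 2.57 in the mPFC, naive vs dependent. With an estimated correlation, gene lists past the list test, of 480, were 0.

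The deviations of arrays with the same number in other regions of the same group correlated with a mean of 0.011, against -0.0037 for other numbers, so the numbers may not follow the rats. With the number as a replicate block, as if arrays of a number were paired, genes changed were 1 in the dlBNST, naive vs dependent, 33 in the mPFC, naive vs dependent, 32 in the mPFC, naive vs non-dependent, and the normal score of Nr3c1 regulon enrichment was 2.89 in the NAcC, naive vs non-dependent, 1.97 in the NAcC, non-dependent vs dependent, 2.09 in the mPFC, naive vs dependent.

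With array weights, genes changed were 2 in the BLA, non-dependent vs dependent, 1 in the NAcC, naive vs non-dependent, 1 in the NAcSh, naive vs dependent, 6 in the VTA, naive vs dependent, 2 in the VTA, naive vs non-dependent, 901 in the VTA, non-dependent vs dependent, 151 in the dlBNST, naive vs dependent, 249 in the mPFC, naive vs dependent, 325 in the mPFC, naive vs non-dependent, 124 in the vBNST, naive vs dependent, 2 in the vBNST, naive vs non-dependent, 1 in the vBNST, non-dependent vs dependent, the normal score of Nr3c1 regulon enrichment was 2.84 in the CeA, naive vs non-dependent, 1.76 in the NAcC, non-dependent vs dependent, 2.00 in the mPFC, naive vs dependent, and gene lists past the list test, of 480, were 35. There the log2 fold change of Nr3c1 was 0.023 in the NAcC, naive vs dependent, 0.094 in the CeA, naive vs non-dependent, -0.078 in the CeA, non-dependent vs dependent, 0.016 in the CeA, naive vs dependent, 0.025 in the vBNST, non-dependent vs dependent, 0.031 in the vBNST, naive vs dependent, and Psip1 in the CeA, naive vs non-dependent, was 0.040, Rbbp6 in the CeA, naive vs non-dependent, was 0.17, Rbbp6 in the CeA, non-dependent vs dependent, was -0.042, Mef2a in the CeA, naive vs non-dependent, was 0.18, Mef2a in the CeA, non-dependent vs dependent, was -0.016.

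Without the array that stands apart, the normal score of Nr3c1 regulon enrichment was 3.89 in the CeA, naive vs non-dependent, the log2 fold change of Nr3c1 was 0.13 in the CeA, naive vs non-dependent, -0.13 in the CeA, non-dependent vs dependent, 0.036 in the vBNST, non-dependent vs dependent, 0.039 in the vBNST, naive vs dependent, and Psip1 in the CeA, naive vs non-dependent, was 0.099, Rbbp6 in the CeA, naive vs non-dependent, was 0.17, Rbbp6 in the CeA, non-dependent vs dependent, was -0.069, Mef2a in the CeA, naive vs non-dependent, was 0.17, Mef2a in the CeA, non-dependent vs dependent, was -0.0015, and gene lists past the list test, of 480, were 30. Without the 4 arrays, 6 regions formed a cluster of their own in the 8 clusters of the arrays, and the shared change was 0.0213 for CeA and dlBNST, naive vs non-dependent, -0.0303 for VTA and CeA, naive vs non-dependent, 0.0937 for VTA and CeA, non-dependent vs dependent, 0.202 for dlBNST and vBNST, non-dependent vs dependent.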

Differences from the paper's values

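Tests without the array that stands apart and with array weights were chosen after the result was seen. A value is given here when it differs from that of the paper by a ratio over 1.5 and by more than the spread of the values with 1 array left out. The alternatives counted are those set before the data were examined. The cause of the differences was not tested.

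The normal score of the Nr3c1 regulon differed from that of the paper in 6 comparisons. In the CeA, naive vs non-dependent, it was 0.273 against 3.014333 in the paper, and 3 of 17 alternatives came within range (quantile normalization, an unweighted running sum and without non-dependent replicate 2). In the mPFC, naive vs non-dependent, it was 0.785 against 2.464279 in the paper, and 3 of 17 alternatives came within range (the moderated t of limma, no filter on dim genes and an unweighted running sum). In the VTA, naive vs non-dependent, it was 0.773 against 2.113606 in the paper, and 1 of 17 alternatives came within range (without naive replicate 4). In the dlBNST, naive vs non-dependent, it was 0.983 against 0.065972 in the paper, and 2 of 17 alternatives came within range (an unweighted running sum and without non-dependent replicate 3). In the VTA, non-dependent vs dependent, it was 1.98 against 3.423246 in the paper, and 3 of 17 alternatives came within range (no filter on dim genes, quantile normalization and median scaling). In the vBNST, non-dependent vs dependent, it was 0.996 against 0.127936 in the paper, and 4 of 17 alternatives came within range (quantile normalization, a replicate block, without non-dependent replicate 1 and without dependent replicate 1).

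The rank of Nr3c1 by the absolute t-statistic, over more genes here than the 7,019 probesets of the paper, differed in 8 comparisons. In the CeA, naive vs non-dependent, it was 5315 against 905 in the paper, and none of 13 alternatives came within range. In the mPFC, naive vs non-dependent, it was 7633 against 2089 in the paper, and none of 13 alternatives came within range. In the VTA, naive vs non-dependent, it was 1556 against 3198 in the paper, and 5 of 13 alternatives came within range (no filter on dim genes, the mean of probe sets, without naive replicate 2, without non-dependent replicate 2 and without non-dependent replicate 4). In the dlBNST, naive vs non-dependent, it was 8569 against 5329 in the paper, and 10 of 13 alternatives came within range (a filter above 6, quantile normalization, the mean of probe sets, without naive replicate 2, without naive replicate 3, without naive replicate 4, without non-dependent replicate 1, without non-dependent replicate 2, without non-dependent replicate 3 and without non-dependent replicate 4). In the NAcSh, non-dependent vs dependent, it was 3179 against 394 in the paper, and none of 13 alternatives came within range. In the VTA, non-dependent vs dependent, it was 1506 against 4087 in the paper, and none of 13 alternatives came within range. In the CeA, non-dependent vs dependent, it was 5148 against 2281 in the paper, and 3 of 13 alternatives came within range (the mean of probe sets, without non-dependent replicate 1 and without non-dependent replicate 2). In the mPFC, non-dependent vs dependent, it was 6887 against 2035 in the paper, and none of 13 alternatives came within range.

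With the array weights of limma, chosen after seeing the values, the CeA score from naive to non-dependent rats was 2.84. Without non-dependent replicate 2, an array singled out after seeing the values, it was 3.89, against 3.014333 in the paper.

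The paper speaks of slight increases of Nr3c1 expression in the regions of highest activity and gives a t-statistic of 2.08 in the NAcC (544th), and here the mean of Nr3c1 was lower in dependent than in non-dependent rats of the NAcC (-0.25, t-statistic -1.66) and NAcSh (-0.13). It was higher by the mean in dependent rats of the VTA (0.48, and 0.25 without the array that stands apart) and in non-dependent relative to naive rats of the NAcC (0.25). The paper ranks by the absolute t-statistic and does not say how its sign is defined, and the absolute values do not differ by the rule above, so a difference in direction cannot be told. The paper describes activity of Nr3c1 in the CeA and mPFC of non-dependent rats and in the VTA of dependent rats. With all arrays and the main setting, none of these passed the threshold of 0.01 here. The VTA score passed with no filter on dim genes and with quantile normalization. The CeA score passed with array weights, chosen after seeing the values. The paper gives its line as a total score of approximately 2.33 and as p <0.01. From naive to non-dependent rats, its values of 2.551565 in the NAcC and 2.464279 in the mPFC are above the former and do not pass the latter. The threshold here is the p of 0.01, and the scores called below it in the NAcC (2.41 and 2.45), NAcSh (2.50) and mPFC (2.51 and 2.57) would pass a line of 2.33. All targets were scored here and the 100 most likely ones in the paper, and what this changes was not tested. In the tree of region means the mPFC joined last and not with the BLA, while the paper clustered the dataset of arrays, and of all regions the BLA had the highest correlation with the mPFC by single arrays as well (median 0.899, next the dlBNST with 0.879).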

Other observations

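The tests of splits of genes and of the regulon were chosen after the result was seen, and the list tests with their splits before. The lists of this paragraph passed only with the preset correlation, and 0 of their members passed over all genes. From naive to dependent rats, immediate early genes were higher in the BLA (10 of 11, median 0.35, adjusted p = 3.99e-05, 0.988 with an estimated correlation, from camera), with Egr2 at 1.81 ± 0.61 (log2 fold change and SE, n = 4 per group), Egr1 at 0.35 ± 0.13 and Fos at 1.33 ± 0.74, and in the CeA (8 of 9, median 0.38, adjusted p = 0.00294, 0.988 with an estimated correlation), with Fosb at 0.59 ± 0.38. Myelin genes were lower in the CeA (15 of 15, median -0.42, adjusted p = 2.1e-06, 0.988 with an estimated correlation), among them Ugt8 (-0.83 ± 0.36), Mal (-0.64 ± 0.27), Mog (-0.67 ± 0.71) and Mag (-0.42 ± 0.21). Astrocyte markers were lower in the mPFC (11 of 13, median -0.14, adjusted p = 0.0431, 0.988 with an estimated correlation), with Gfap at -0.76 ± 0.17 and Aldh1l1 at -0.79 ± 0.24, and in the BLA (11 of 12, median -0.24, adjusted p = 0.0156, 0.988 with an estimated correlation). Higher were markers of cortical glutamatergic neurons in the BLA (10 of 11, median 0.29, adjusted p = 0.00703, 0.988 with an estimated correlation), with Neurod6 at 0.44 ± 0.21, and of medium spiny neurons in the NAcSh (16 of 17, median 0.37, adjusted p = 0.00145, 0.988 with an estimated correlation), with Gng7 at 1.77 ± 0.72, where the naive group holds replicate 2, an array that correlated with the BLA mean (0.9906) nearly as well as with its own region (0.9907), and Neurod6 of cortical neurons had an SD of 2.09 over 12 arrays, and in the CeA (9 of 12, median 0.11, adjusted p = 0.0156, 0.988 with an estimated correlation; 0.119 without the array that stands apart). Genes of oxidative phosphorylation were lower in the NAcC (29 of 34, median -0.13, adjusted p = 0.0332, 0.988 with an estimated correlation), with Cox4i1 at -0.72 ± 0.18. Ribosomal protein genes were higher in the vBNST (18 of 23, median 0.23, adjusted p = 0.0267, 0.988 with an estimated correlation, and 0.271 without the array that stands apart). In the NAcSh and vBNST the groups did not overlap in the median correlation of an array with the others, a comparison chosen after seeing the values. It was 0.9795 to 0.9815 in naive and 0.9746 to 0.9772 in dependent rats of the NAcSh. In the vBNST, without the array that stands apart, it was 0.9729 to 0.9756 and 0.9761 to 0.9776.

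Of the other lists, none passed in any comparison. The lowest adjusted p was 0.232 for GABA signaling (1 higher and 1 lower member adjusted over the list alone over 24 comparisons), 0.126 for blood cell genes (1 and 1), 0.211 for choroid plexus and ependyma markers (3 and 0), 0.0619 for dopamine neuron markers (0 and 7), 0.165 for endothelial and mural markers (0 and 1), 0.128 for ethanol and aldehyde metabolism (2 and 6), 0.153 for glutamate receptors (2 and 0), 0.284 for heat shock and receptor chaperones (0 and 2), 0.568 for inflammatory signaling (1 and 1), 0.122 for microglia markers (1 and 0), 0.265 for stress and opioid peptide systems (1 and 4), 0.185 for synaptic vesicle and exocytosis (0 and 10). Npy1r of the dlBNST was the only member of these past the test over all genes. Of the 8 lists that passed somewhere, members adjusted over the list alone were 0 higher and 3 lower for astrocyte markers, 3 higher and 0 lower for cortical glutamatergic neuron markers, 0 higher and 0 lower for glucocorticoid-induced genes, 3 higher and 0 lower for immediate early genes, 0 higher and 1 lower for oligodendrocyte and myelin genes, 0 higher and 1 lower for oxidative phosphorylation, 0 higher and 1 lower for ribosomal proteins, 5 higher and 2 lower for striatal medium spiny neuron markers.

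From naive to dependent rats, the Nr3c1 regulon had a normal score of 2.99 in the mPFC, past the threshold (permutation p = 0.00280), with 41 higher and 32 lower targets at an unadjusted p under 0.05 (24.2% of targets against 16.9% of other genes). It was 2.51 without naive replicate 4, 1.68 without dependent replicate 2 and 1.52 without dependent replicate 3, and it also fell below the threshold with a filter above 6 (2.10), the mean of probe sets (2.04), random sets matched on expression (2.57) and array weights, chosen after seeing the data (2.00). The score was 1.96 in the NAcSh, 1.56 in the CeA, 0.955 in the dlBNST, 0.198 in the VTA, 0.149 in the vBNST and 0.00702 in the BLA. The signed score differed by 0.57 in the mPFC (exact permutation p = 0.0571, adjusted p = 0.457), and over the 12 arrays it was correlated with the Gapdh control (r = -0.927), a comparison chosen after the values were seen.

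Between naive and dependent rats, Ap5m1 (0.42 on average) and the ubiquitin ligase Ube3a (0.46) were higher, and Parg (-0.55), the sialic acid receptor Siglec5 (-1.50) and the retinol saturase Retsat (-0.57) lower in 8 of 8 regions, 92 genes being higher and 221 lower throughout. These 5 were chosen after their values were seen, and none of the 5 passed in a region (lowest adjusted p 0.0928, for Ube3a in the mPFC). Zfp512, also lower throughout (-0.33 on average), passed in the dlBNST (adjusted p = 0.0363 from limma). Values of Ube3a and Siglec5 fall into 2 clusters of arrays. For Ube3a, the lower cluster held 2 naive arrays in 7 regions, 4 in 1 region, and no array of other groups. For Siglec5, it held 2 dependent arrays in 3 regions, 3 in 5 regions, and no naive array. With 4 rats per group for all regions, a few rats measured in each region could give such a pattern, so 8 of 8 regions are not independent results.

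In the comparison of naive and non-dependent rats, the 8 arrays of a region were split in all 35 ways, the real one included, and numbers are given in the same order for every region. For the NAcC, 2 of 35 splits gave as many genes at an unadjusted p under 0.05 as the real split (548, highest other 651), 35 gave as many past adjusted p 0.05 (0, highest other 0), and 7 gave as large a regulon enrichment score (0.38, highest other 0.44). The NAcSh had 9 (372, 914), 35 (0, 7) and 32 (0.28, 0.39). In the VTA there were 3 (671, 1207), 35 (0, 1) and 20 (0.28, 0.35). The mPFC had 1 (1592, 1374), 1 (7, 1) and 14 (0.34, 0.41). In the CeA there were 6 (96, 120), 35 (0, 0) and 28 (0.15, 0.26). The BLA had 5 (647, 1302), 35 (0, 1) and 31 (0.23, 0.39). In the dlBNST there were 6 (584, 1059), 35 (0, 33) and 14 (0.34, 0.40). The vBNST had 5 (197, 338), 35 (0, 0) and 17 (0.33, 0.40). The real split was the largest (1 of 35) for genes past the adjusted threshold in the mPFC and genes at an unadjusted p under 0.05 in the mPFC, and for no other; this excludes chance only for a test taken alone, since some of so many tests would reach it by chance.

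In the comparison of non-dependent and dependent rats, the 8 arrays of a region were split in all 35 ways, the real one included, and numbers are given in the same order for every region. For the NAcC, 14 of 35 splits gave as many genes at an unadjusted p under 0.05 as the real split (520, highest other 1079), 35 gave as many past adjusted p 0.05 (0, highest other 1), and 3 gave as large a regulon enrichment score (0.41, highest other 0.44). The NAcSh had 1 (693, 611), 35 (0, 0) and 1 (0.44, 0.42). In the VTA there were 1 (1251, 1032), 35 (0, 18) and 3 (0.34, 0.35). The mPFC had 19 (467, 836), 35 (0, 71) and 14 (0.34, 0.42). In the CeA there were 19 (78, 155), 35 (0, 0) and 25 (0.16, 0.25). The BLA had 5 (541, 1119), 35 (0, 1) and 13 (0.26, 0.36). In the dlBNST there were 11 (608, 1405), 35 (0, 92) and 29 (0.31, 0.41). The vBNST had 7 (383, 778), 35 (0, 0) and 12 (0.28, 0.33). The real split was the largest (1 of 35) for genes at an unadjusted p under 0.05 in the NAcSh, regulon enrichment in the NAcSh and genes at an unadjusted p under 0.05 in the VTA, and for no other; this excludes chance only for a test taken alone, since some of so many tests would reach it by chance.

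In the comparison of naive and dependent rats, the 8 arrays of a region were split in all 35 ways, the real one included, and numbers are given in the same order for every region. For the NAcC, 8 of 35 splits gave as many genes at an unadjusted p under 0.05 as the real split (752, highest other 968), 35 gave as many past adjusted p 0.05 (0, highest other 11), and 33 gave as large a regulon enrichment score (0.29, highest other 0.39). The NAcSh had 2 (1030, 1098), 35 (0, 3) and 3 (0.37, 0.39). In the VTA there were 8 (235, 467), 35 (0, 0) and 28 (0.30, 0.43). The mPFC had 2 (1538, 2112), 2 (5, 569) and 2 (0.40, 0.47). In the CeA there were 3 (26, 27), 35 (0, 0) and 2 (0.37, 0.40). The BLA had 13 (126, 390), 35 (0, 1) and 32 (0.28, 0.47). In the dlBNST there were 1 (1374, 997), 1 (9, 0) and 9 (0.35, 0.39). The vBNST had 2 (1023, 1276), 35 (0, 0) and 22 (0.26, 0.35). The real split was the largest (1 of 35) for genes past the adjusted threshold in the dlBNST and genes at an unadjusted p under 0.05 in the dlBNST, and for no other; this excludes chance only for a test taken alone, since some of so many tests would reach it by chance.

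For the lists, 35 of 35 splits had at least as many past the test as the real one (17, highest other 65), so that chance cannot be excluded for their number. Splits that called many more genes than the real one, such as 569 against 5 in the mPFC and 92 against 0 in the dlBNST, may point to a structure of the samples or to genes that vary together, which was not tested.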
